# Inhibition of methyltransferase activity of enhancer of zeste 2 leads to enhanced lipid accumulation and altered chromatin status in zebrafish

**DOI:** 10.1186/s13072-020-0329-y

**Published:** 2020-02-12

**Authors:** Marjo J. den Broeder, Jarle Ballangby, Leonie M. Kamminga, Peter Aleström, Juliette Legler, Leif C. Lindeman, Jorke H. Kamstra

**Keywords:** Zebrafish, Epigenetics, Histone methyl transferases, ATAC-seq, Metabolism

## Abstract

**Background:**

Recent studies indicate that exposure to environmental chemicals may increase susceptibility to developing metabolic diseases. This susceptibility may in part be caused by changes to the epigenetic landscape which consequently affect gene expression and lead to changes in lipid metabolism. The epigenetic modifier enhancer of zeste 2 (Ezh2) is a histone H3K27 methyltransferase implicated to play a role in lipid metabolism and adipogenesis. In this study, we used the zebrafish (*Danio rerio*) to investigate the role of Ezh2 on lipid metabolism and chromatin status following developmental exposure to the Ezh1/2 inhibitor PF-06726304 acetate. We used the environmental chemical tributyltin (TBT) as a positive control, as this chemical is known to act on lipid metabolism via EZH-mediated pathways in mammals.

**Results:**

Zebrafish embryos (0–5 days post-fertilization, dpf) exposed to non-toxic concentrations of PF-06726304 acetate (5 μM) and TBT (1 nM) exhibited increased lipid accumulation. Changes in chromatin were analyzed by the assay for transposase-accessible chromatin sequencing (ATAC-seq) at 50% epiboly (5.5 hpf). We observed 349 altered chromatin regions, predominantly located at H3K27me3 loci and mostly more open chromatin in the exposed samples. Genes associated to these loci were linked to metabolic pathways. In addition, a selection of genes involved in lipid homeostasis, adipogenesis and genes specifically targeted by PF-06726304 acetate via altered chromatin accessibility were differentially expressed after TBT and PF-06726304 acetate exposure at 5 dpf, but not at 50% epiboly stage. One gene, *cebpa,* did not show a change in chromatin, but did show a change in gene expression at 5 dpf. Interestingly, underlying H3K27me3 marks were significantly decreased at this locus at 50% epiboly.

**Conclusions:**

Here, we show for the first time the applicability of ATAC-seq as a tool to investigate toxicological responses in zebrafish. Our analysis indicates that Ezh2 inhibition leads to a partial primed state of chromatin linked to metabolic pathways which results in gene expression changes later in development, leading to enhanced lipid accumulation. Although ATAC-seq seems promising, our in-depth assessment of the *cebpa* locus indicates that we need to consider underlying epigenetic marks as well.

## Background

In the last decades, the incidence of metabolic diseases such as obesity, type 2 diabetes mellitus (T2DM) and non-alcoholic fatty liver disease (NAFLD) has increased enormously in adults, but also alarming increases of these diseases have been observed among children and young adults [1, 2]. Next to changes in lifestyle and genetic predisposition, recent studies have shown that environmental factors may also play an important role in the development of metabolic diseases, possibly via altered (epi)genetic status [3]. Exposure during early life stages to metabolism disrupting chemicals (MDCs) has been identified as an environmental factor which may play a role in the development of metabolic diseases later in life. MDCs are a class of endocrine disrupting chemicals that have the ability to promote metabolic changes that may lead to increased susceptibility to develop obesity, T2DM or fatty livers in animals and humans [4, 5].

Experimental evidence indicates that developmental exposures to MDCs can induce changes to epigenetic programming leading to altered metabolism and latent onset of metabolic diseases [3, 6]. Epigenetics describes processes that affect how DNA is wrapped into chromatin and expressed without altering its sequence, ultimately shaping a phenotype [7]. Several different types of epigenetic modifications are thought to play a role in regulating metabolism, including DNA methylation, histone post-translational modifications (PTMs), and non-coding RNA molecules, each influencing an open or a closed state of chromatin depending on the type and location of the modification [8]. As a consequence, a more open transcriptionally permissive (euchromatin) or a closed repressive chromatin (heterochromatin) structure leads to either more active or repressed genes [9]. Ablation of specific histone modifications can shift the homeostatic balance of PMTs resulting in a change in gene expression, and consequently leading to a distinct phenotype such as altered lipid metabolism.

One of the factors that could play an important role in this process is enhancer of zeste 2 (EZH2), the catalytic factor of the Polycomb Repressive Complex 2 (PRC2) that places a methylation mark on histone H3 lysine 27 (H3K27me1, 2 or 3) through its methyltransferase activity [10]. For instance, in mice and rodent cell lines it has been shown that repression of Wnt genes through H3K27 methylation by EZH2 in preadipocytes is required for in vitro adipocyte differentiation [11]. In contrast, inhibition of EZH2 showed enhanced lipid accumulation in breast cancer cell lines and in a hepatocyte (HepG2) cell line [12, 13].

Enhanced adipogenesis as an adverse effect of exposure to MDCs is often accompanied by changes in epigenetic gene regulation as previously found [14–20]. For example, prenatal exposure to the MDC tributyltin (TBT) increases the number of adipocytes in mice offspring [21]. Additionally, prenatal exposure to TBT leads to a change in adipogenesis in the F4 generation, which is linked to changes in sperm chromatin structures. Of importance, activation of the retinoid X receptor (RXR) by TBT or a RXR-selective agonist (IRX4204) showed a reduced expression of EZH2 [20]. As a consequence, redistribution and an overall decrease of H3K27me3 were observed, especially close to genes involved in adipogenesis [20]. From the above it becomes evident that histone PTMs via EZH2 play a role in adipogenesis, but other PTMs or DNA methylation might play an equal important role in shaping the epigenetic landscape. Also, exposure to TBT in zebrafish leads to enhanced lipid accumulation [22] and adipogenesis in zebrafish embryos and larvae at low concentration [23]. Therefore, we hypothesize that TBT can act through Rxr and down-regulate the expression of *ezh2*. Next to that, we hypothesize that inhibition of Ezh2 protein in zebrafish lead to altered lipid accumulation as an effect of a more open chromatin status and an accompanied change in gene expression.

In this study, we use zebrafish (*Danio rerio*) as a model to investigate inhibition of Ezh2 on lipid metabolism. Transparent zebrafish embryos allow the visualization of developmental phenotypes following exposure to chemicals. Also, many protein coding genes in the zebrafish genome are conserved, including *ezh1* and *ezh2* and other Polycomb genes, showing high similarity with higher vertebrates as humans [24]. However, only Ezh2 is required for zebrafish embryo development. Although the role of Ezh2 during early development is studied quite in depth, the role of Ezh2 in lipid metabolism in zebrafish is unknown. We investigated the effect of inhibition of the histone methyl transferase (HMT) activity of enhancer of zeste proteins on zebrafish development with focus on lipid accumulation, and chromatin accessibility due to reduced H3K27me3 levels. Therefore, we exposed zebrafish embryos to the Ezh inhibitor PF-06726304 acetate [25], and measured changes on chromatin structure by the assay for transposase-accessible chromatin sequencing (ATAC-seq), just after zygotic genome activation (ZGA) at 50% epiboly.

The zebrafish has become an important model in toxicology to study the effects of chemicals on early development and adults, and is used in transgenerational studies as well. However, most research focus on phenotypic effects, often accompanied with changes in gene expression, but underlying epigenetic mechanisms are less prominently studied. In zebrafish, the chromatin becomes remodeled during mid-blastula transition (MBT) and zygotic genome activation (ZGA) accompanied with changes in histone methylation [26–28], however knowledge is lacking about the effect of exposures to chemicals on histone modifications and chromatin status. Most environmental epigenetic research has focused at DNA methylation or non-coding small RNA molecules [29], but emerging studies investigate the role of higher order chromatin structures via post-translational histone modifications [20, 30, 31] and chromatin structural analyses [32]. Here, we investigated if chromatin accessibility can be used as an end-point in toxicological research as an indicator for change in gene expression directly after exposure and later in life.

In this study, we show that exposure to the Ezh2 inhibitor, PF-06726304 acetate, has impact on lipid accumulation in 5-dpf-old larvae. Importantly, we detected changes in chromatin status linked to H3K27me3 loci shortly after genome activation, which could be further linked to biological processes involved in metabolism. Furthermore, we characterized specific differentially regulated genes in order to gain knowledge on the specific mode of action of PF-06726304 acetate.

## Results

### Developmental exposure to PF-06726304 acetate leads to moderate teratogenicity

To test whether inhibition of Ezh2 proteins may lead to a phenotypic effect on zebrafish embryonic development, we exposed embryos from 0 to 5 days post-fertilization to different concentrations of the Ezh2 inhibitor PF-06726304 acetate (Fig. 1a; referred to as Ezh2i) (0.1 μM, 1 μM, 5 μM, 25 μM and 50 μM) and corresponding solvent controls (0.01, 0.05 an 0.1% DMSO) (Fig. 1b, c).

**Fig. 1:**
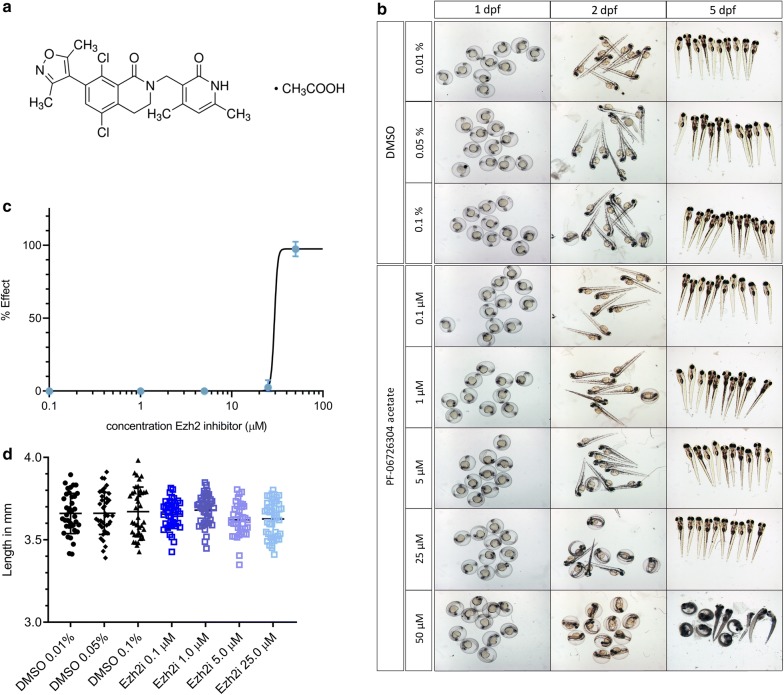
Phenotypic effects of PF-06726304 acetate (Ezh2i). **a** Structural formula of PF-06726304 acetate (source: http://www.sigmaaldrich.com). **b** Developmental exposure to a concentration range of Ezh2i at 1, 2 and 5 days post-fertilization (dpf). **c** Concentration–response curve of Ezh2i at 5 dpf. **d** Length measurements of larvae following exposure to Ezh2i at 5 dpf. Error bars indicate standard deviation (SD)

At 2 dpf, all the embryos within control and tested concentrations up to 25 μM Ezh2i had well-defined pigmented eyes, heartbeat and developed normally. The first signs of abnormalities such as heart sac edema, were observed in > 50% of embryos exposed to 50 μM of Ezh2i. All the embryos with heart edema had impaired blood circulation, as blood accumulation was visible under the yolk sac and around the heart. At 5 dpf, all embryos in controls and tested concentrations up to 25 μM were hatched and continued to grow, however, larvae exposed to 50 μM of Ezh2i showed a lethal effect to the compound in all replicates. At this concentration, all the uncoagulated embryos failed to progress through development, some with clear body plan and eyes developed, but failed to hatch and died. A concentration–response curve of Ezh2i revealed an EC50 of 29 μM (Fig. 1c).

To further investigate the possible effects on general development and health of larvae, we measured the standard length (SL) of 5-dpf-old larvae. The average SL of larvae in control group was 3.7 mm. Overall, the average size of the larvae measured in each tested group lies between 3.6 and 3.8 mm. No significant difference in size was measured when comparing solvent control and tested concentrations of Ezh2i (Fig. 1d).

### Exposure to Ezh inhibitor PF-06726304 acetate augments lipid accumulation

From our concentration–response curve analysis, we chose a non-toxic concentration of 5 μM for all our subsequent analyses. We performed a short (0 to 50% epiboly exposure, recovery up to 5 dpf; referred as Ezh2i50%epi samples) and long window exposure to Ezh2i (0–5 days exposure; Fig. 2a). A positive control (1 nM TBT) and a negative control (0.01% DMSO) were included in the set-up (Fig. 2a). We performed neutral lipid dye Oil Red O (ORO) staining on paraformaldehyde fixed larvae, and these stained larvae showed presence of lipid staining in brain and abdominal area at different intensities at 5 dpf (Fig. 2b). To quantify the lipid staining, we measured the number of red pixels of the yolk sac area in control and exposed 5-dpf-old larvae using ImageJ. The experiment was performed in duplicate, and a two-way ANOVA analysis showed that there were no significant differences between the two independent experiments. Accumulated data from the two experiments showed significantly increased lipid accumulation compared to solvent control in larvae exposed to the positive control TBT (1 nM), and the short and the long Ezh2i exposure (Fig. 2c). The mean value of solvent control group was 6071 pixels, compared to 7543 pixels for TBT, 7584 pixels Ezh2i50%epi and 8680 pixels Ezh2i5dpf samples.

**Fig. 2:**
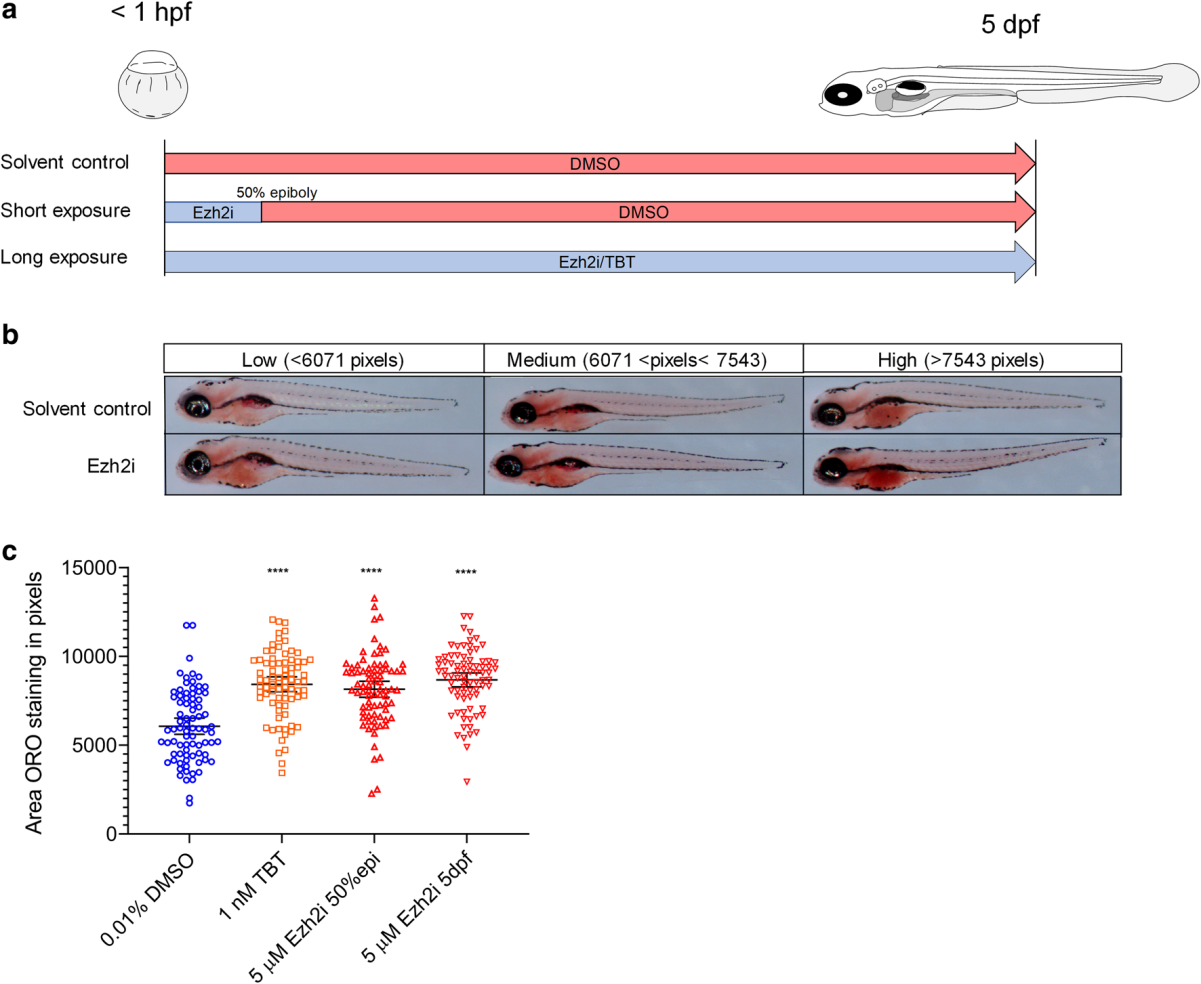
Lipid accumulation after exposure to PF-06726304 acetate (Ezh2i) and tributyltin (TBT). **a** Experimental design. Embryos are either exposed to Ezh2i or TBT in a short or long exposure window. **b** Representative images for ORO staining with low, medium or high staining levels. **c** Scatter plot of ORO staining following the different treatments. Average and error bars (95% CI) indicated in black (****padj-value < 0.0001)

### ATAC-seq reveals altered chromatin accessibility at H3K27me3 loci

Sequences generated from the ATAC samples were of high quality with phred scores > 30 for all samples (Additional file 1: Fig. S1). 

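ATAC-seq marks open chromatin by where the transposase Tn5 can insert sequencing adapters into the DNA of isolated nuclei. The samples analysed here were 3 replicates of control embryos kept in 0.05% DMSO and 3 replicates of embryos kept in 5 μM PF-06726304 acetate (Ezh2i), an inhibitor of the H3K27 methyltransferase Ezh2, with 150 embryos maintained per exposure and collection at 50% epiboly (5.5 hpf). For each sample the authors deposited a list of peaks called with MACS2 on that sample alone, without a control library, at a q-value cutoff of 0.001. At most 1 duplicate fragment per position was kept, and the background of a peak was taken from the surrounding 10000 bases of the same library. The lists rest on 5894731, 6419574 and 6877909 fragments in controls 1, 2 and 3, and on 6404036, 6363712 and 6444742 fragments in Ezh2i samples 1, 2 and 3. All heights scaled to library size use these totals. The height of a peak is its deposited pileup, the whole number of fragments that cover the summit base, which is the coverage of a single base and not a count of reads over the peak. Peaks of the 6 lists that shared at least 1 base were merged into regions, and the tallest peak of each list gave the height of a region. Log2 heights were quantile-normalized, which uses the rank of a height within its own list, and compared between exposures with limma over the regions with a peak in all 6 lists, at a Benjamini-Hochberg adjusted p-value of 0.05. The handling of regions without a peak in some lists and the scaling between samples were the choices that moved the counts most. An annotation of GRCz11 was not used here, so the regions were not divided into TSS and other regions.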

The mapping to the GRCz11 zebrafish genome resulted in around 40 million unique alignments on average per sample (Additional file 1: Fig. S2). The alignments showed a typical ATAC profile, identifying nucleosome positions around 200 and 400 bp (Fig. 3a) [33]. In total 65336 peaks were identified using MACS2. 

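The peak lists held 50270, 52026 and 48291 peaks in controls 1, 2 and 3, and 56725, 49817 and 57178 peaks in Ezh2i samples 1, 2 and 3. The mean was 50196 ± 1869 (SD, n = 3) peaks in controls and 54573 ± 4125 (SD, n = 3) in Ezh2i samples. The means differed by 8.72% (two-sided exact permutation test, p = 0.3, where 3 samples against 3 cannot give a p under 0.1), and Ezh2i sample 2 had fewer peaks than controls 1 and 2. The bases covered by peaks differed by 10.3% in the same direction (two-sided exact permutation test, p = 0.3). Merging overlapping peaks of the 6 lists gave 85003 regions with a median length of 144 bases. Requiring at least 2 lists with a peak, an alternative chosen after seeing the data, left 62822 regions. Leaving out peaks under 120 bases, also chosen after seeing the data, moved the number of 85003 most, to 51514 regions. A peak was present in all 6 lists at 30071 regions (35.4%) and in a single list at 22181 regions (26.1%). The median height of the tallest peak was 32 fragments at regions found in all 6 lists and 8 fragments at regions found in 1 list.

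**Figure D1:**
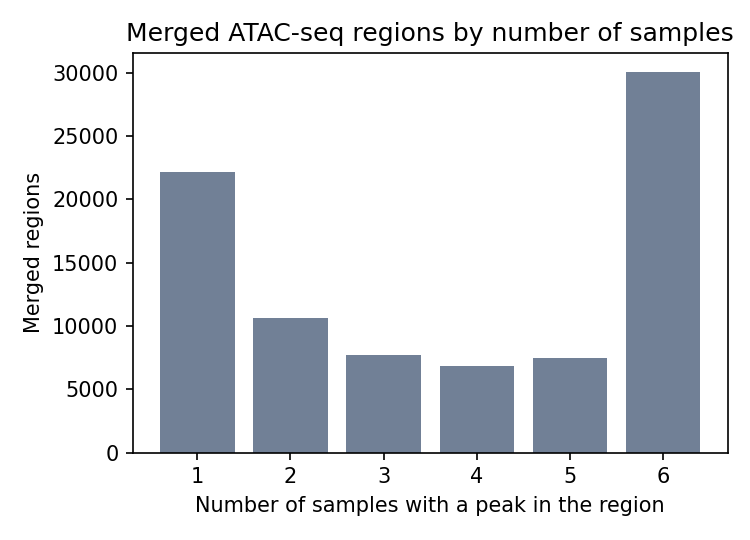
Number of merged regions (y axis) by the number of samples, out of 6, with a peak in the region (x axis). The bars are highest for 6 samples (30071 regions) and for 1 sample (22181 regions), and lowest for 4 samples (6871 regions).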

Generally, the Log2 reads per million values of the identified peaks showed a marginal increase towards the Ehz2 inhibitor (Fig. 3b). 

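Heights were divided by the fragments of the library and expressed per 1000000 fragments, over the regions with a peak in every sample. The mean log2 height so scaled was 2.11, 2.04 and 1.79 in controls 1, 2 and 3, and 2.13, 2.01 and 2.17 in Ezh2i samples 1, 2 and 3. The group means were 1.980 ± 0.172 (SD, n = 3) in controls and 2.103 ± 0.086 (SD, n = 3) in Ezh2i samples. The difference of 0.123 on the log2 scale was smaller than the spread between controls (two-sided exact permutation test, p = 0.4). Ezh2i sample 2 was lower than controls 1 and 2, and control 3 was the lowest of the 6 samples.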

From the 65,336 peaks, 22,026 were overlapping with genic regions (defined as 2000 bases ± mRNA region), and 19,331 peaks were directly located at transcriptional start sites (TSS) (defined as 1000 bases ± TSS of mRNAs). A typical enrichment of ATAC peaks at TSSs and a decline of enrichment over gene bodies are shown in Fig. 3c, d with no apparent difference between exposures. From the peaks located at TSSs, 349 were identified as differentially enriched (DE) between the Ezh2 inhibitor and controls. 

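The comparison covered all merged regions with a peak in every sample, of which the TSS regions are an unidentified part. No region passed an adjusted p-value of 0.05 in limma with Benjamini-Hochberg adjustment, and the smallest adjusted p-value was 0.746. At an unadjusted p-value under 0.05 there were 1876 regions, where chance alone gives 1504. The Ezh2i samples were all higher or all lower than the controls at 3333 regions (11.1%), where chance gives 10% for 3 samples against 3. The log2 differences were narrow, with 1% of regions under -0.64 and 1% above 0.64. The power of the comparison was tested on simulated heights for the same regions, in which 200 regions were changed by a known fold. All simulated regions stayed in the fit, whereas a real region that lost its peak in any sample was left out of it. A 4-fold change was recovered at 91.5% of the 200 regions and a 3-fold change at 73%, whereas no region changed by 2-fold was recovered. Changes of 2-fold or less at single regions were thus not detectable in this setting. It was drawn once for each fold, and larger numbers of changed regions were not tried. Including the regions with a peak in at least 3 lists, with a missing peak set to the lowest height of its list, was the alternative that moved the count most and gave 121 regions among 52189.

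**Figure D2:**
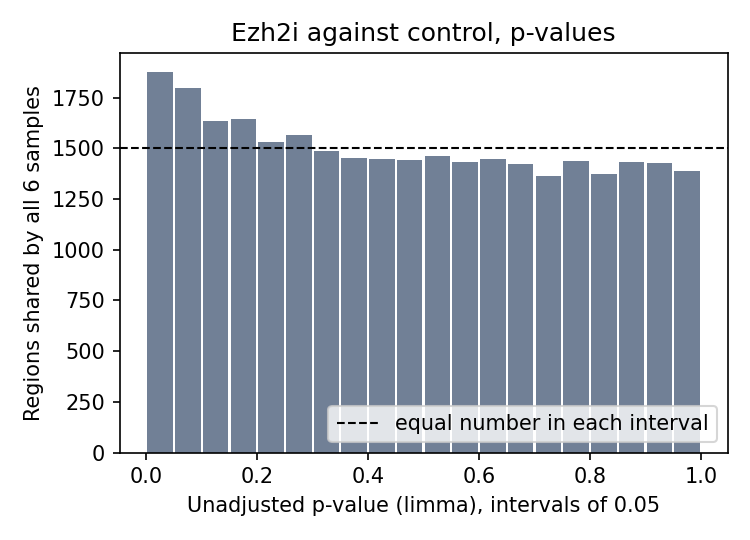
Unadjusted limma p-values of Ezh2i against control (x axis, intervals of 0.05) and the number of regions in each interval (y axis). The lowest interval holds 1876 regions, and the dashed line marks an equal number of regions in every interval.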

When comparing the data with previous published data on H3K4me3, H3K27ac, H3K4me1, H3K27me3, H3K36me3 and ATAC from dome stage embryos [34–36], our data follow expected patterns resulting from Ezh2 inhibition. Enrichment plots of the 19331 ATAC peaks located at TSSs as shown in the upper panel of Fig. 3e show typical enrichments that are expected from ATAC data at H3K4me3/1, H3K27ac/me3 locations, but none at H3K36me3. A very sharp enrichment pattern is observed with previously published ATAC data, indicating that the locations of the peaks in this study are highly alike with the previous reported data. When focusing on the 349 DE peaks, a significant enrichment at H3K27me3 locations is observed, indicating that indeed H3K27me3 is targeted by the Ezh2i (Fig. 3e lower panel).

**Fig. 3:**
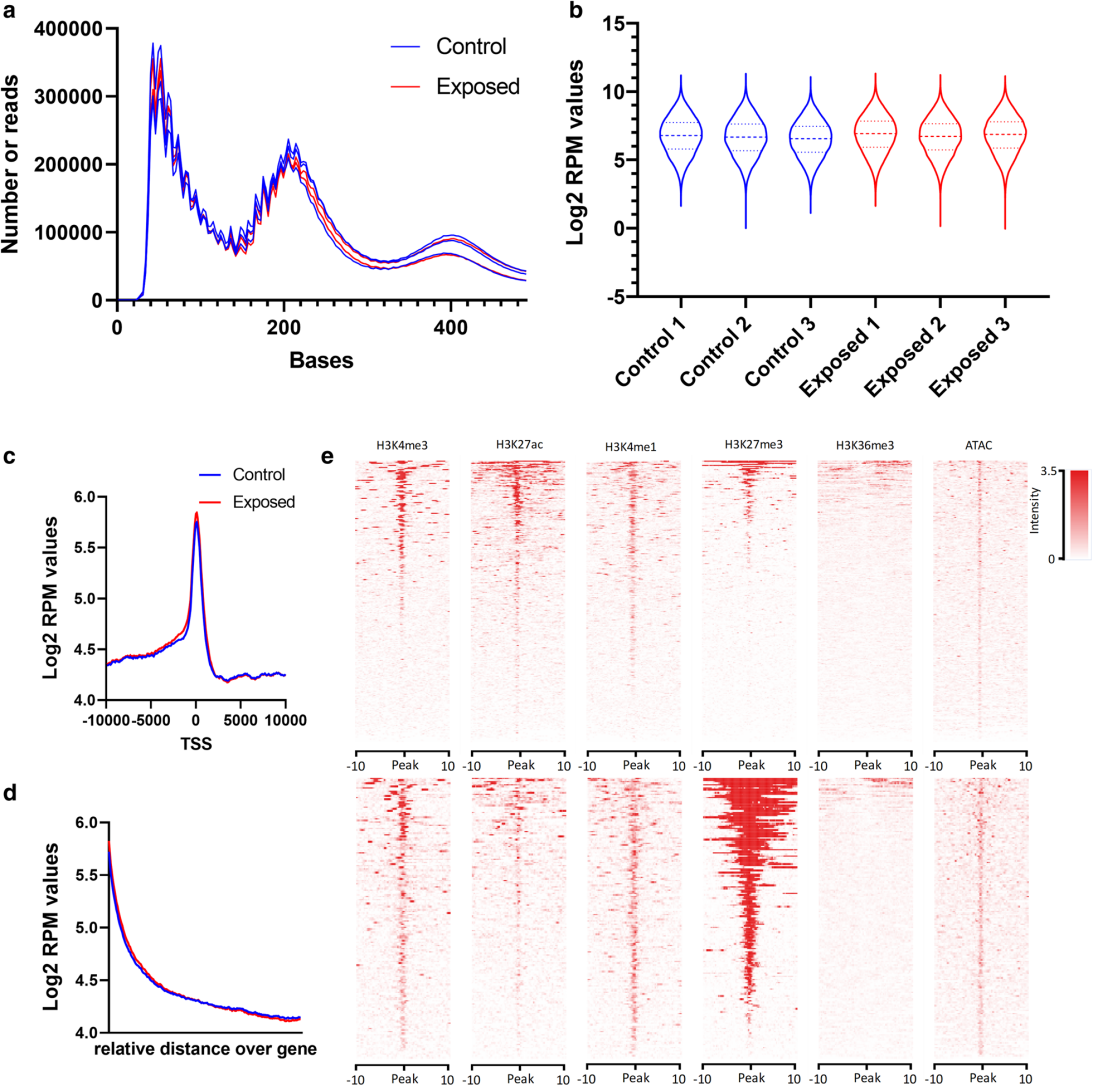
ATAC sequencing results of 50% epiboly embryos exposed to PF-06726304 acetate. **a** Read length distribution of sequences showing a typical ATAC fingerprint. **b** Violin plot showing log2 read per million (RPM) values of all ATAC peaks (dashed lines indicate median and quartiles). **c** Enrichment plot showing the global mapping of sequencing reads mapped around the transcriptional start sites (TSSs) of all genes. **d** Enrichment plot showing the global mapping of sequencing reads mapped over the relative length of all genes. **e** Density plots of different histone marks and accessible chromatin at dome stage around (upper part) all ATAC peaks and (lower part) differential enriched ATAC peaks located at TSSs spanning a region of 10 kb

### Differential ATAC peaks are linked to pancreatic cell development and metabolic pathways

From the 349 DE peaks, 302 were increased, representing more open chromatin, as is expected from H3K27me3 inhibition (Fig. 4a). 

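Of the regions with an unadjusted p-value under 0.05, 958 were higher and 918 were lower in Ezh2i samples, so 51.1% were increased. Chance alone gives 1504 such regions, higher about as often as lower, which pulls this share towards an even split. Quantile normalization also removes a difference that runs through a whole sample. The share is therefore not like the paper's share among its differential peaks. With heights scaled to library size in place of quantile normalization, the median log2 difference of all regions moved to 0.12. Of the 2004 regions with an unadjusted p-value under 0.05 in that fit, 1756 (87.6%) were higher in Ezh2i samples. No region passed an adjusted p-value of 0.05 under either scaling (limma with Benjamini-Hochberg adjustment). Presence of a peak was also counted without comparing heights. At 704 regions a peak was called in all 3 Ezh2i samples and in no control, and at 293 regions in all 3 controls and in no Ezh2i sample. These regions were low, with a median of the mean height of 11 and 9 fragments, against 24.5 fragments at regions with a peak in all 6 lists. When each list was shortened to the strongest peaks, as many as in the shortest list, the numbers were 436 and 461. The paper states that the increased peaks represent more open chromatin and relates them to the inhibition of H3K27me3 (Fig. 4a).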

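Pearson correlations of the normalized log2 heights over the shared regions ranged from 0.882 between control 3 and Ezh2i sample 1 to 0.922 between Ezh2i samples 1 and 3. The mean was 0.905 ± 0.012 (SD, 6 pairs) between samples of the same exposure and 0.901 ± 0.012 (SD, 9 pairs) between samples of different exposures, a difference smaller than the spread between pairs. In average-linkage clustering, Ezh2i samples 1 and 3 joined first (r = 0.922) and controls 1 and 2 joined next (r = 0.915). These 2 pairs then joined each other (r = 0.909), and control 3 joined Ezh2i sample 2 (r = 0.906), so the tree did not part the exposures. The Jaccard index of bases covered by peaks, which does not use heights, was 0.587 ± 0.013 (SD, 6 pairs) within and 0.581 ± 0.013 (SD, 9 pairs) between exposures.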

Correlation analysis showed a clear clustering of all exposed Ezh2i samples vs controls (Fig. 4b). Additionally, principal component analysis (PCA) revealed a separation between the controls and exposed samples. Principal component 1 (PC1) and PC2 explained 44.6% and 17.2% of the total variance between the samples (Fig. 4c). 

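Principal components were computed from the normalized log2 heights of the shared regions, centred and not scaled. PC1 explained 28.7% and PC2 20.4% of the variance. On PC1 the scores were 14.2, -5.29 and -42.0 for controls 1, 2 and 3, and 29.8, -22.0 and 25.3 for Ezh2i samples 1, 2 and 3, so the exposures overlapped (two-sided exact permutation test, p = 0.5). On PC2 the controls scored -27.8, -19.9 and -10.8 and the Ezh2i samples 7.93, 35.6 and 15.1. The exposures did not overlap on PC2 (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Without the log transformation, PC1 explained 35.0%, which was the largest change among the alternatives.

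**Figure D3:**
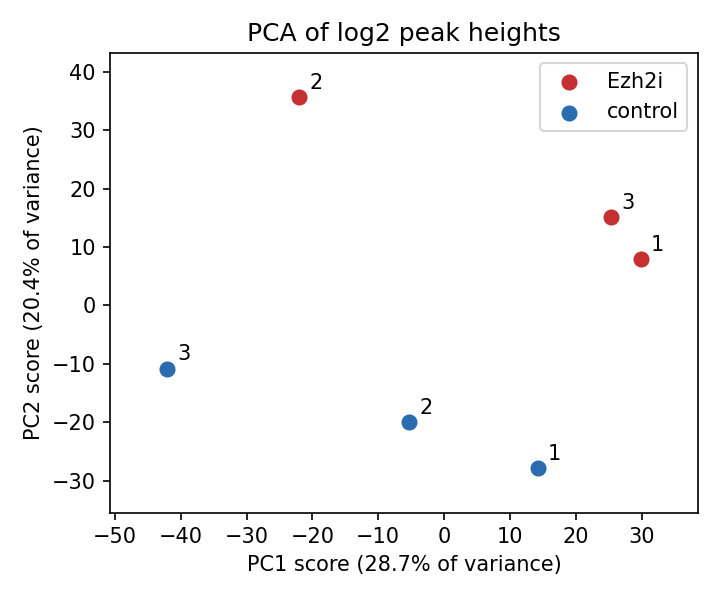
Scores of the 6 samples on PC1 (x axis) and PC2 (y axis), with the replicate number beside each point, controls in blue and Ezh2i samples in red. The sign of a component is arbitrary. The exposures are apart on PC2, with controls at or under -10.8 and Ezh2i samples at or above 7.93, and overlap on PC1.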

Gene Ontology analysis showed most biological processes are enriched for processes linked to pancreatic alpha cell differentiation, hormone mediated signaling and response to lipids (Fig. 4d). Many metabolic processes were affected as is shown in the GO list per term in Additional file 2.

**Fig. 4:**
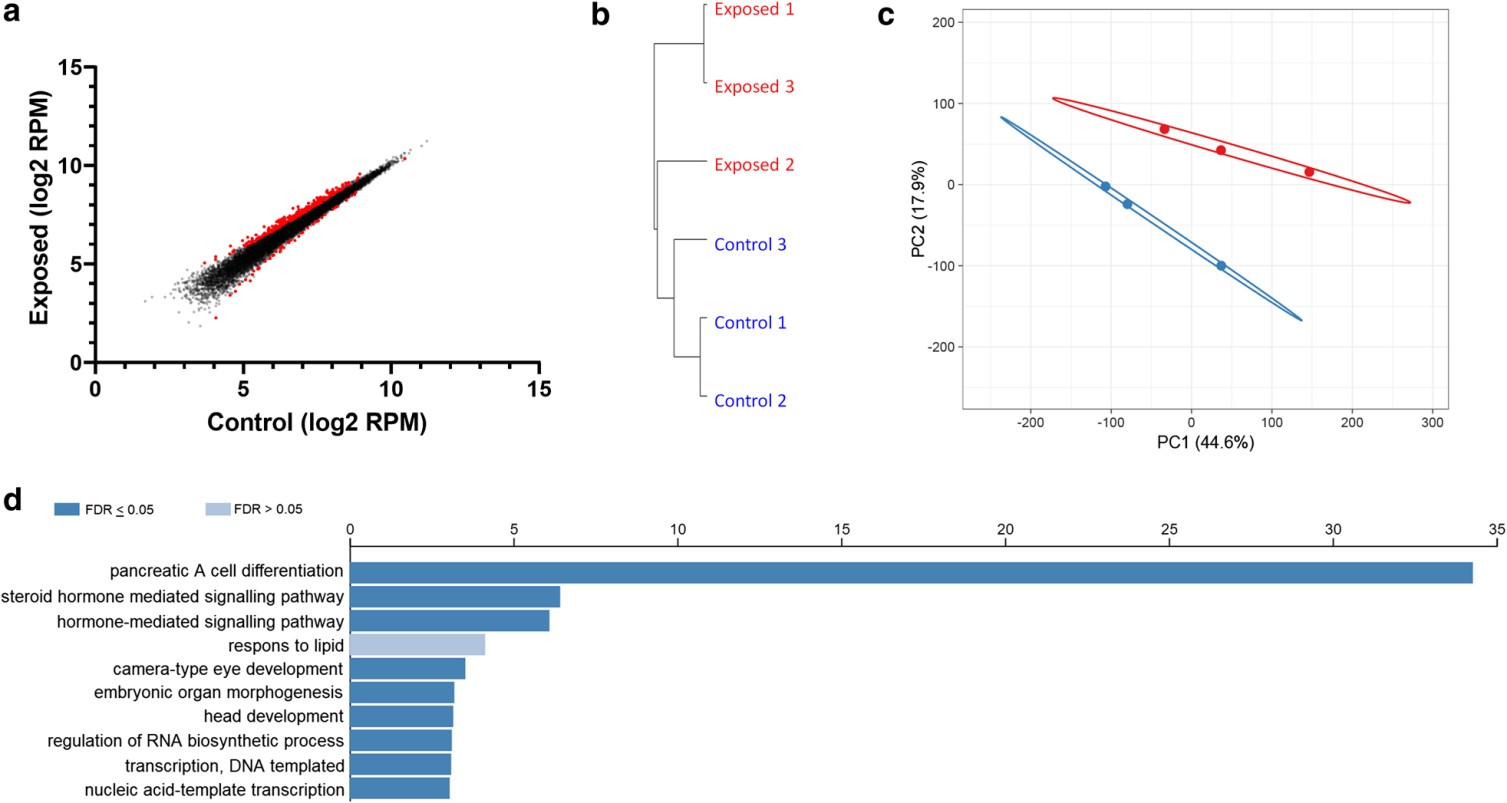
Differential enrichment (DE) analysis of ATAC peaks at transcriptional start sites (TSSs). **a** Scatterplot of peaks located at TSSs. Red dots indicate differentially enriched ATAC peaks. **b** Cluster analysis (Pearson correlation). **c** Principal component analysis of ATAC peaks located at TSSs (control in blue, exposed in red). **d** Top 10 gene ontology enrichment analysis (GO term biological process) of DE peaks at TSSs

### Differential ATAC peaks link to differential expressed genes from MZehz2 mutants

To test which chromatin regions are specifically targeted by the inhibitor, we compared a differentially expressed gene (DEG) list (padj < 0.05; 2904 genes) of *MZehz2* mutants with our DE peaks gene list [37]. *MZezh2* embryos do not possess the H3K27me3 mark on the genome and gene expression data should directly link to our ATAC data set. Using a Venn diagram we observed an overlap of 69 genes that were shared in both datasets (Fig. 5a), which is more than expected based on random sampling (*P* < 0.0001, Fisher exact test). Interestingly, gene ontology analysis of these 69 genes showed again an enrichment for pancreatic A cell differentiation (Fig. 5b), but also other processes in metabolism and lipid homeostasis (Additional file 2).

**Fig. 5:**
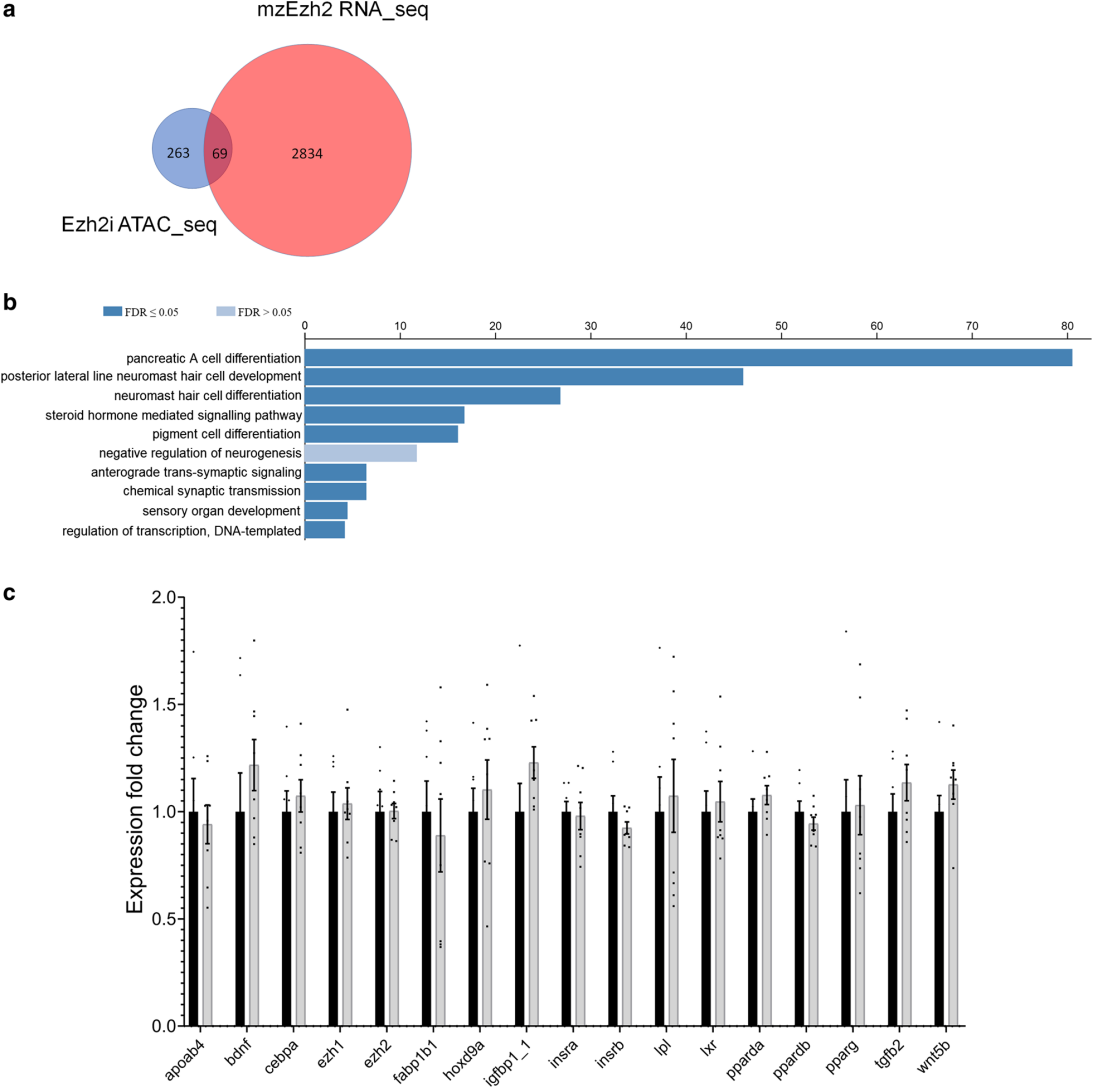
Gene expression at 50% epiboly is not significantly changed. **a** Venn diagram showed an overlap of 69 genes between DEP from ATAC sequencing and DEG after RNAseq on *MZezh2* embryos. **b** Top 10 gene ontology enrichment analysis (GO term biological process) for 69 overlapping genes between ATAC-seq and *MZezh2* RNA-seq. **c** Gene expression at 50% epiboly shown with standard error of mean (SEM)

### Gene expression at 50% epiboly is not significantly changed

Embryos exposed to 5 μM Ezh2i or solvent control (0.1% DMSO) at 50% epiboly were analyzed for gene expression of a selection of genes from the overlapping ATAC-seq and RNA-seq gene list. In addition, we analyzed gene expression of adipogenic genes expressed as early as 50% epiboly. No effects of Ezh2 chemical inhibition was found on expression of these genes at the 50% epiboly stage (Fig. 5c).

### Long exposure to Ezh2i and TBT shows high similarity at gene expression level

Differences in gene expression between the different experimental groups were investigated using an overall comparison which is visualized in a heatmap by hierarchical clustering of experimental groups. Gene expression of TBT and Ezh2i5dpf samples show higher similarity compared to short exposure Ezh2i50%epiboly samples and solvent control group (Fig. 6a). *Brain derived neurotrophic factor (bdnf), insulin growth factor binding protein 1a (igfbp1a)* and *ventral anterior homeobox 2* (*vax2*) that had increased DE peaks after ATAC-seq also showed higher fold change expression with qPCR. *Bdnf* was significantly higher expressed in samples exposed either short or longer to Ezh2i, while *igfbp1a* is significantly higher expressed in TBT, Ezh2i5dpf samples and Ezh2i50%epiboly samples than solvent control samples. *Vax2* was only significantly higher expressed in short exposure Ezh2i50%epiboly samples (Fig. 6b). Interestingly, the *retinoid X receptor alpha a* (*rxraa*) is strongly down-regulated in the Ezh2i5dpf samples, without any change in *enhancer of zeste 2* (*ezh2*) gene expression. *CCAAT enhancer*-*binding protein alpha* (*cebpa)* showed significant reduced expression in TBT and Ezh2i5dpf samples (Fig. 6c).

**Fig. 6:**
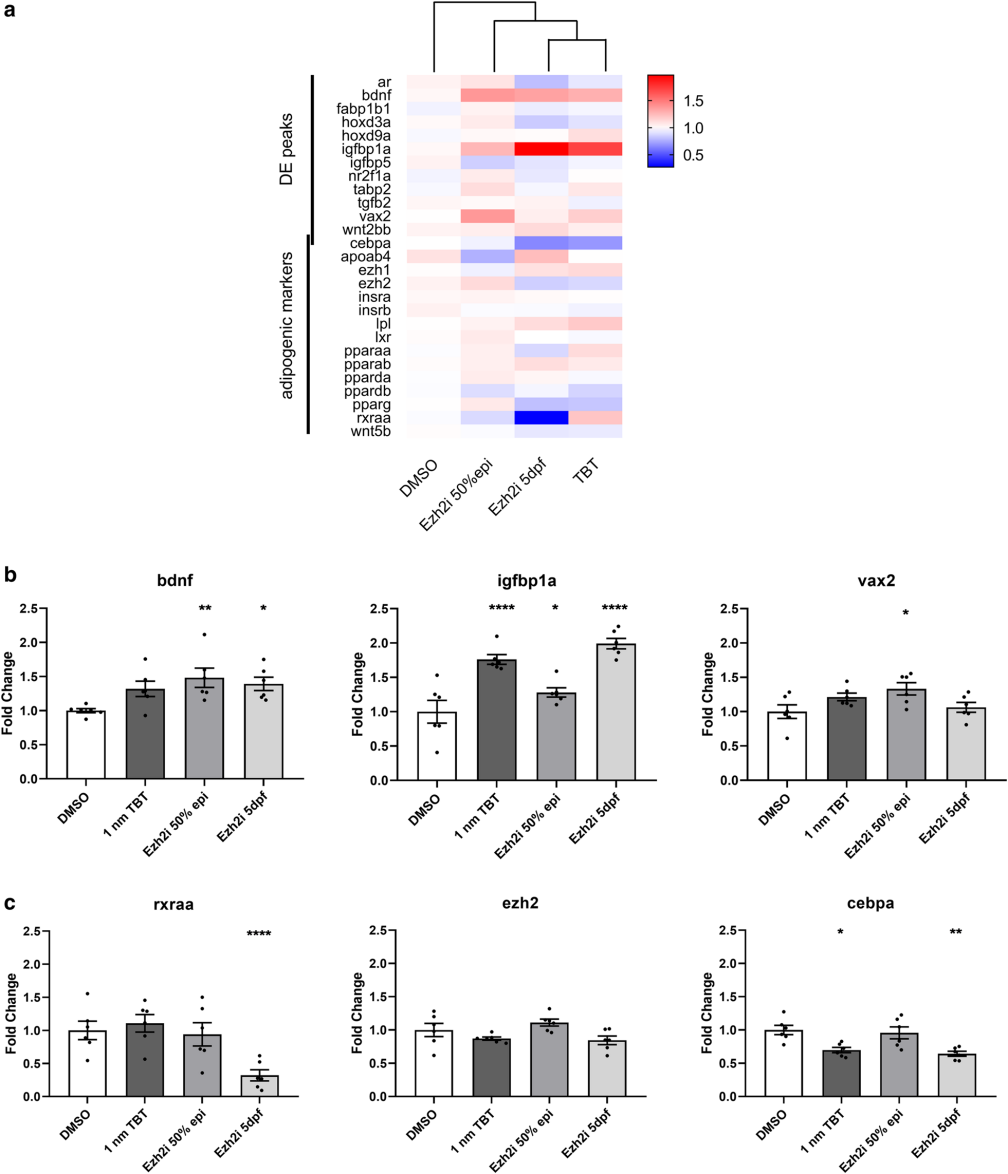
Gene expression analysis of genes involved in lipid processes or differential ATAC peaks. **a** Hierarchical clustering of gene expression. **b** Upregulated genes that also showed differential enhanced peaks (more reads). **c** Down-regulated genes after exposure to Ezh2i (***padj-value < 0.0001; ***padj-value < 0.001; **padj-value < 0.01; *padj-value < 0.05). Error bar indicate standard error of mean (SEM)

To further investigate the differences observed in gene expression after 5 days of exposure to Ezh2i, we related these changes back to the chromatin accessibility data. Both *bdnf* and *igfbp1a* showed a significant increase in enrichment at 50% epiboly (Fig. 7a, b). 

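Peaks were taken from the intervals drawn for both genes in Fig. 7a, b. Within bdnf on chromosome 7 of GRCz11, the region from 31932674 to 31932842 had a height of 25.0 ± 8.19 fragments (SD, n = 3) in controls and 40.0 ± 5.29 fragments (SD, n = 3) in Ezh2i samples. Its log2 difference of 0.58 (standard error 0.27) had an unadjusted p-value of 0.055 and an adjusted p-value of 0.802 in limma. The region from 31931413 to 31931527 had 20.7 ± 3.06 fragments in controls and 28.7 ± 8.08 fragments in Ezh2i samples (SD, n = 3), with a log2 difference of 0.30. Both bdnf regions were higher in Ezh2i samples under each of the 11 alternative settings, and their adjusted p-values in limma stayed at or above 0.683. At the region that starts at 31932674, the unadjusted p-value in limma lay between 0.0050 and 0.25 across these settings. No 2-fold change was called in the simulated heights, so adjusted p-values over all regions do not decide on differences of this size. The paper chose bdnf for its increase in the same samples, so the unadjusted p-values are no independent test. The size of the log2 difference varied with the setting. It lay between 0.32 and 0.88 at the region that starts at 31932674, and between 0.085 and 0.44 at the one that starts at 31931413. At the region from 31937764 to 31937928, a peak was called in control 3 with 11 fragments and in Ezh2i samples 1, 2 and 3 with 20, 22 and 13 fragments. The tallest pileup that would not be called at that background was 6 fragments. With missing peaks at the lowest height of the list, its log2 difference was 1.31 (standard error 0.43, adjusted p-value 0.576 in limma). With missing peaks at the tallest pileup that would not be called, a setting chosen after seeing the data, the log2 difference was 1.14 (standard error 0.37, unadjusted p-value 0.015 and adjusted p-value 0.538 in limma).
For igfbp1a on chromosome 20, the region upstream of the drawn gene, from 6813660 to 6814146, had 18.0 ± 3.00 fragments in controls and 21.3 ± 1.53 fragments in Ezh2i samples (SD, n = 3). Its log2 difference was 0.11 (standard error 0.19, adjusted p-value 0.960 in limma), and it changed direction to -0.14 with fold enrichment over the local background in place of height. The region from 6812160 to 6812434, at the 5′ end of the gene as drawn, had a peak of 21 and 15 fragments in Ezh2i samples 1 and 3 and no peak in the other samples. The region from 6811270 to 6811453 had a peak in control 1 (11 fragments) and in Ezh2i samples 1 and 3 (14 and 16 fragments). The region from 6812642 to 6812770 had a peak in control 1 (10 fragments) and in Ezh2i samples 1 and 2 (12 and 14 fragments). With missing peaks at the lowest height of the list, the log2 differences of these regions, which had a peak in 3 lists each, were 0.56 and 0.52 (adjusted p-values 0.909 and 0.909 in limma). With missing peaks at the tallest pileup that would not be called, they were 0.25 and 0.16 (adjusted p-values 0.928 and 0.961 in limma). For comparison, the log2 difference was 0.15 at the 5′ end of the neighbouring igfbp3 and -0.14 at that of lin7c beside bdnf, each smaller than its standard error of 0.25 and 0.19.

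**Figure D4:**
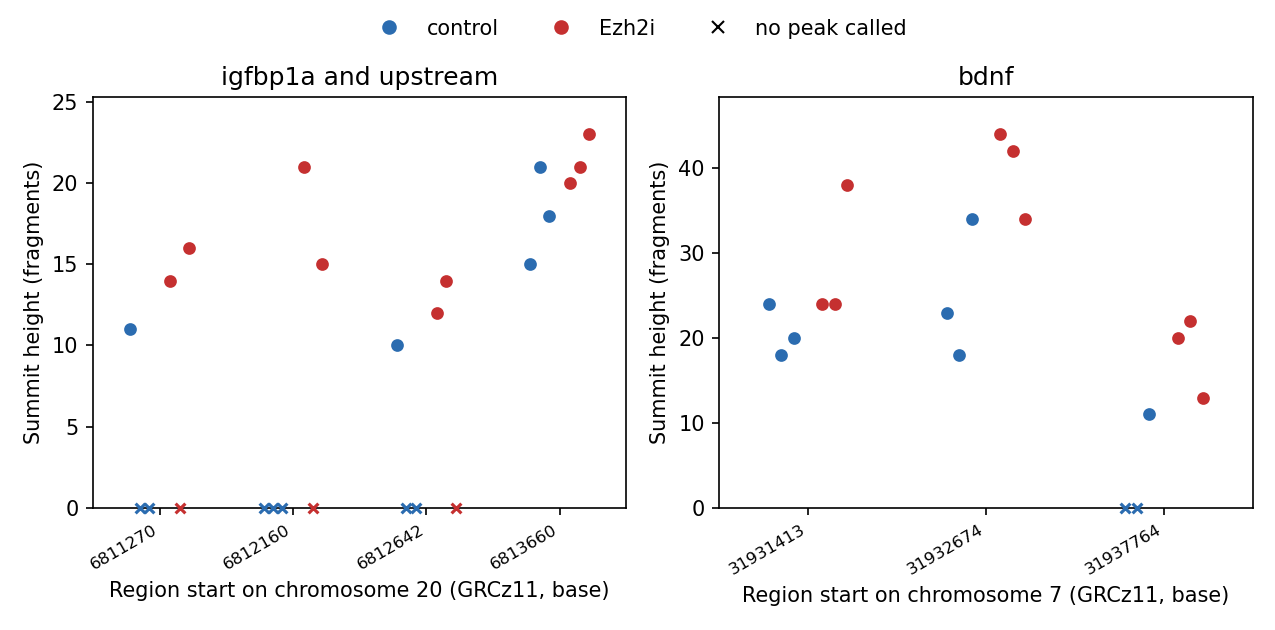
Summit height in fragments (y axis) of each sample at the regions of igfbp1a (left) and bdnf (right), ordered by their start on GRCz11 (x axis), with controls in blue and Ezh2i samples in red, replicates 1 to 3 from left to right. A cross at 0 marks a sample with no called peak. At the bdnf region starting at 31932674 the Ezh2i samples lie between 34 and 44 fragments and the controls between 18 and 34.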

Although the gene expression did not change at 50% epiboly, the expression did increase at 5 dpf. 

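The gene cebpa encodes the CCAAT/enhancer-binding protein alpha and lies beside cebpg on chromosome 7. At the region from 38088626 to 38088773 of GRCz11, just upstream of cebpa as drawn in Fig. 7c, the heights were 22, 31 and 25 fragments in controls and 44, 32 and 24 fragments in Ezh2i samples. The log2 difference was 0.18 (standard error 0.25, adjusted p-value 0.943 in limma), within the spread between replicates. It was positive under 10 of the 11 alternatives, with 0.44 without Ezh2i replicate 3 as the highest value, and -0.030 without Ezh2i replicate 1. Over cebpa itself a peak was called in control 3 alone (17 fragments, from 38085512) and in Ezh2i sample 2 alone (18 fragments, from 38087115). The tallest region of the interval, from 38089513 to 38089712 at the start of cebpg, had 81.0 ± 6.93 fragments (SD, n = 3) in controls and 75.3 ± 0.58 fragments (SD, n = 3) in Ezh2i samples. Its log2 difference was -0.19 (standard error 0.19, adjusted p-value 0.902 in limma).

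**Figure D5:**
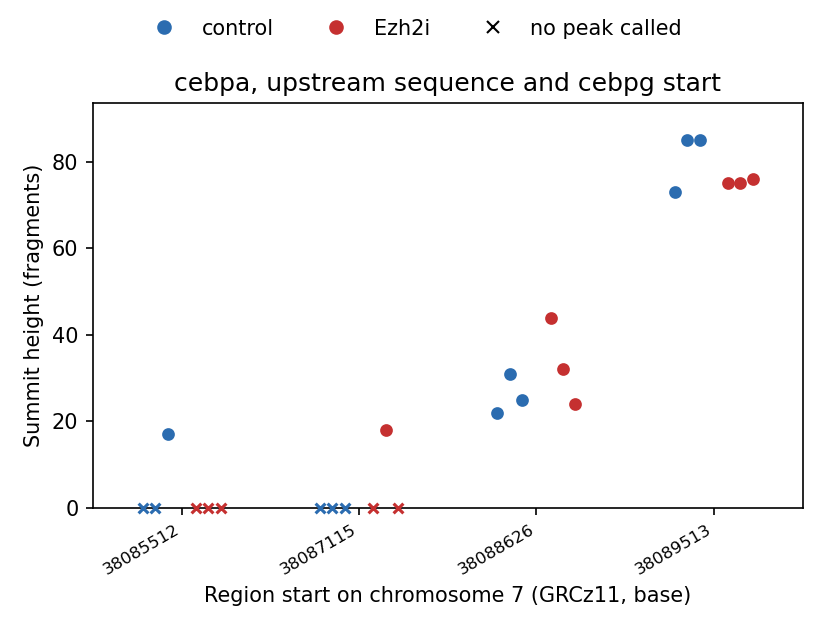
Summit height in fragments (y axis) of each sample at the regions of cebpa, its upstream sequence and the start of cebpg, ordered by their start on GRCz11 (x axis), with controls in blue and Ezh2i samples in red, replicates 1 to 3 from left to right. A cross at 0 marks a sample with no called peak. The tallest region holds 73 to 85 fragments in all 6 samples.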

On the other hand, at *cebpa* no changes were observed in chromatin accessibility (Fig. 7c), but a strong decrease in gene expression was observed at 5 dpf. To investigate this further we performed ChIP-qPCR of H3K27me3 at different locations of the *cebpa* locus and found significant demethylation of underlying H3K27me3 at all locations around the gene, but not further upstream (Fig. 7d).

**Fig. 7:**
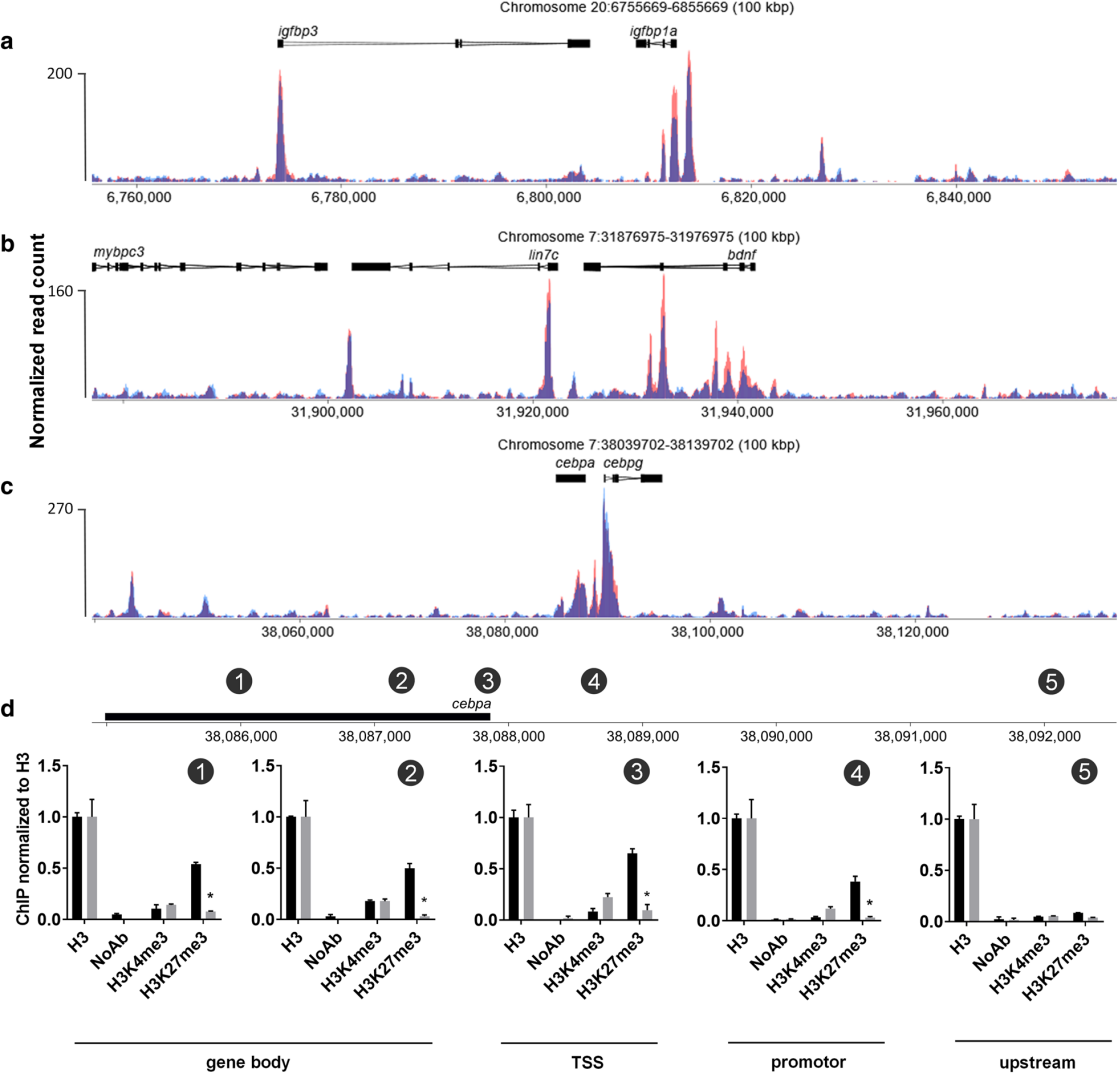
Differential expressed genes versus ATAC results. Peak patterns around, **a** insulin growth factor binding protein 1a *(igfbp1a)*, **b** brain derived neurotrophic factor (*bdnf*) and **c** CCAAT/enhancer-binding protein alpha *(cebpa)* (blue is control and red is exposed). **d** Chromatin immunoprecipitation qPCR at 5 locations around the *cebpa* locus with histone H3 lysine 4 trimethylation (H3K4me3) and histone H3 lysine 27 trimethylation (H3K27me3) normalized against histone 3 (H3). Error bar reflects SEM. NoAb are no antibody controls. Black = control; grey = exposed. TSS: transcriptional start site

## Discussion

Reprogramming of the epigenome is thought to be one of the mechanisms by which early developmental exposure can influence disease susceptibility later in life, and possibly be transmitted to next generations [38]. Here, we show that developmental exposure to Ezh2i increases lipid accumulation in developed zebrafish larvae, linked to changes to the epigenome and gene expression. Our results also indicate a primed state of chromatin in early development leading to changes later in life, indeed following the hypothesis of the developmental origins of health and disease [38].

The aim of this study was to investigate the role of Ezh2 inhibition on zebrafish embryo development and lipid accumulation in 5-dpf larvae, by using the newly developed Ezh inhibitor PF-06726304 acetate, targeting both Ezh1 and 2. However, this molecule will mainly inhibit the function of Ezh2 as Ezh1 is not expressed at detectable levels in zebrafish at early stages (up to 24 hpf), and remains low expressed until 6 dpf [39]. Furthermore, it has been shown that the PRC2–Ezh2 complex has higher HMT activity compared to the PRC2-Ezh1 complex [40].

Embryos treated with different concentrations of Ezh2i showed normal early development. However, we observed cardiac edema in some of the embryos exposed to Ezh2i but only at the highest tested concentration (50 µM) at 2 dpf, and mortality with an EC50 value of 29 µM at 5 dpf. Cardiac edema was also observed in embryos exposed to another Ezh inhibitor, DZNep [41], and myocardial defects are described in maternal zygotic mutant *MZezh2*^*hu5760/hu5760*^ embryos [42]. Zygotic *ezh2* mutants form a normal body plan, but die around 12 dpf [16, 17]. *MZezh2* embryos have normal gastrulation, develop a normal body plan but die at 2 dpf showing pleiotropic phenotypes due to loss of tissue maintenance [37, 42]. Actually, these *MZezh2* mutant embryos do not possess the H3K27me3 mark on the epigenome and gene expression analysis showed that genes important for early development are not switched off [37]. Although Ezh2 is essential for embryonic development and tissue maintenance in zebrafish, maternal load of Ezh2 mRNA is probably sufficient to add H3K27me3 mark to the chromatin in embryos as described previously in zygotic *ezh2* mutants [37, 42]. Ezh2i will block the SET domain of specifically Ezh1/2 proteins and thereby inhibit the catalytic function to add the H3K27me3 mark on the chromatin [43]. Indeed, when we map the ATAC DE peaks to H3K27me3 loci, we see a substantial over-representation at these locations. Reduced levels of H3K27me3 can lead to a more open chromatin status leading to higher expression of genes that normally are repressed. This can interfere with important biological processes during zebrafish development leading to non-viable larvae as seen in the Ezh2 mutant experiments.

By blocking the HMT activity of Ezh1/2 proteins by exposure to its inhibitor, we wanted to investigate the effect on lipid accumulation at a non-toxic concentration (5 µM). Lipid accumulation is enhanced both after short and longer exposure to Ezh2i as was shown by neutral lipid staining with Oil Red O, and at comparable levels as seen with positive control TBT. These findings corroborate with our earlier study with developmental exposure of TBT in zebrafish in which we observed a higher prevalence of larvae with adipocytes combined with higher amount of adipocytes in these larvae [23]. Additionally, other studies also found increased adiposity in either zebrafish larvae or juveniles [22, 44]. Enhanced adipogenesis may lead in turn to obesogenic phenotypes later in life, and related metabolic disorders [45]. Additionally, similar effects of enhanced lipid accumulation have been observed in human cell lines. For instance, breast cancer cell lines treated with Ezh2 inhibitors, DNZep and GSK126, showed more lipid droplets [12]. Also HepG2 cells treated with DNZep showed enhanced lipid accumulation [13].

To get a better understanding of possible mechanisms involved in the increased lipid accumulation, we performed ATAC sequencing just after ZGA, and observed 349 DE peaks directly located at TSS. As a consequence of altered H3K27me3 levels on the chromatin, most DE peaks had more reads compared to controls reflecting a more open chromatin state. Gene Ontology analysis showed enrichment of genes involved in pancreatic A cell differentiation, (steroid) hormone mediated signaling, important developmental genes, and neurological pathways. The variety in pathways and processes that have been altered is probably a result of the stochastic effect of Ezh2 protein inhibition as normally PRC2–Ezh2 complexes are recruited to multiple positions on the chromatin. Nevertheless, the over-representation of genes involved in metabolic processes could possibly be involved in the increased lipid accumulation observed in the embryos. Additionally, we compared our data with published gene expression data from *MZezh2* mutants and searched for specifically targeted chromatin regions by the inhibitor. Although the published RNA-seq data was performed at the earlier dome stage, the moment that the zygotic genome becomes activated, a large overlap in genes was observed, which was accompanied by a large overlap in pathways, again linked to metabolism.

Interestingly, an assessment of gene expression of a selection of these genes did not reveal changes in gene expression at 50% epiboly directly after Ezh2i exposure. The concentration of Ezh2i (5 µM) used for genetic and phenotypic analysis is well below the EC50 level, which might explain the lack of changes in gene expression. However, we observed mostly more open chromatin which indicates a change in nucleosome positioning favoring recruitment of transcription factors and RNA polymerase II leading to altered, presumable higher, gene expression. As we performed ATAC seq at such an early developmental stage (50% epiboly), specific required transcription factors might not be recruited to those regions or are not available at this stage. In a sense the chromatin could be primed for gene expression changes later in development. Indeed, when we assessed whether these genes were affected at 5 dpf, of the positive ATAC genes, 3 genes (*bdnf*, *igfbp1a* and *vax2*) showed an increase in gene expression following the short exposure up to 50% epiboly and the recovery period to 5 dpf.

From our data, it remains unclear how Ezh2 is exactly involved in increased lipid accumulation. Gene expression profiles of TBT and the longer Ezh2i exposure showed a large overlap. Although only a relatively small set of genes were analyzed, these results might indicate that TBT acts via a similar mechanism as shown in mammalian cell models. Activation of RXR by TBT or RXR agonists in committed preadipocytes resulted in lower expression of *Ezh2* leading to overall lower levels of H3K27me3 and increased lipid accumulation [20]. If we extrapolate this to our findings in zebrafish, we see a decreased expression of *rxraa* following Ezh inhibition, which might be a negative feedback towards RXR, to prevent further lipid accumulation. Still, detailed mechanistic research is needed to address the exact mechanisms of action.

The question remains if we can use chromatin status as an endpoint in toxicological research and if this can be linked to differentially expressed genes. We have shown that no change in the accessibility at the *cebpa* locus does not mean there is no change in H3K27me3 or gene expression as *cebpa* showed a strong decrease in H3K27me3. This was reflected in lower gene expression levels at 5 dpf. The mechanisms behind this regulation are currently unclear and are subject for further investigation, but it does show that ATAC-seq data in itself might not give a complete view on the epigenetic status. Conversely, a change in chromatin accessibility is not always linked to gene expression. Cross-talk between epigenetic marks such as DNA methylation and histone PTMs and recruitment of transcription factors will in the end determine the expression of a gene [46]. Therefore, we think that multiple endpoints for epigenetic modifications should be assessed before drawing any conclusion about changes in epigenetic status. Nevertheless, the structural analysis of chromatin such as ATAC-seq seems a reasonable starting point for addressing changes at underlying epigenetic marks.

## Conclusions

Here, we show for the first time the applicability of ATAC sequencing in a toxicological setting in zebrafish following Ezh2 inhibition. Ezh2i increased lipid accumulation in the same manner as the positive control TBT, and ATAC profiles revealed involvement in metabolic processes and lipid metabolism. Gene expression profiles showed similar responses between TBT and Ezh2i. Our data further implies that Ezh2 inhibition in zebrafish might have a similar outcome for increased lipid accumulation as in mammals, possibly via conserved pathways, but further research into this is needed. Although our data does show that underlying epigenetic marks might still be important to assess as well, ATAC sequencing holds promise for toxicological purposes in the future.

## Methods

### Zebrafish husbandry

At Utrecht University, wild-type zebrafish (AB) were maintained in tanks in a continuous flow system ZebTec (Techniplast). Tanks were filled with reverse osmosis water and 15% daily water exchange, kept at 28 °C and photoperiod of 10 h dark and 14 h light. Zebrafish were fed two times a day with Gemma Micron 300 (Skretting) and once with live brine shrimp. Male and female fish (1:1 ratio) were separated the night before mating and placed in the same tank with a divider separating them. The following morning, the divider was removed, and embryos were collected and transferred to petri dishes containing E3 embryo medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_∙2H_2_O, 0.33 mM MgSO_4_∙7H2O). At the day of exposure, fertilized eggs were selected for exposure experiment. Our experimental design did not need ethical committee approval as embryos used were beyond the stage defined as an animal experiment (≤ 5dpf). Our fish stocks are housed under license AVD 1080020197366.

The Norwegian University of Life Sciences (NMBU) zebrafish facility is licensed by the Norwegian food inspection authority (NFIA) permit no. 5793. AB wild-type zebrafish were maintained according to standard operating procedures with 28 °C and photoperiod of 10 h dark and 14 h light as described earlier [47].

### Developmental exposure to PF-06726304 acetate (Ezh2i)

PF-06726304 acetate (5,8-dichloro-2-[(1,2-dihydro-4,6-dimethyl-2-oxo-3-pyridinyl)methyl]-7-(3,5-dimethyl-4-isoxazolyl)-3,4-dihydro-1(2*H*)-isoquinolinone acetate, CAS Number 1616287-82-1, 99% purity) was purchased from Sigma-Aldrich, and dissolved in dimethyl sulfoxide (DMSO, Sigma-Aldrich, D8418, purity > 99,9%) to obtain a stock concentration of 50 mM. Other dilutions were prepared from this stock (10 mM, 1 mM, 0.1 mM, and 0.01 mM) in order to have a final DMSO concentration of 0.1 and 0.01% during exposure to zebrafish embryos. A 24-well plate was set up with control and test concentrations ranging between 0.01 and 50 μM, each with four replicates. On average, 10 embryos, all in the same developmental stage (4–8-cell stage), were placed in each well and incubated at 26 °C. Defects on development at 1 dpf, 2 dpf and 5 dpf were observed under a Motic stereo microscope (Motic SMZ-171T) and recorded on score sheets and percentage of mortality and percentage of effected embryos were calculated. Using GraphPad (V8) the EC50 and LC50 at 5 dpf was calculated. After screening, each well was photographed using the camera (Moticam 5, 5.0MP (2592 × 1944), CMOS sensor) of the stereomicroscope with (10× 2× 0.5×) 10 times magnification using manufacturer’s software (Motic Images Plus 3.0). Images were captured in TIFF format.

For lipid staining and qPCR analysis we used 6-well plates with each four replicates per chemical exposure. Per well we exposed 50 embryos in 5 mL exposure medium containing 0.01% DMSO (solvent control), positive control 1 nM TBT, short exposure to Ezh2i up to 50% epiboly which was refreshed with solvent control 0.01% DMSO, and long exposure to Ezh2i up to 5 dpf. Two independent experiments were performed. Per well, 10 embryos were fixated for lipid staining, and embryos were snap frozen in liquid nitrogen for qPCR analysis.

For omics analysis, embryos were collected directly after fertilization and kept at 28 ± 1 °C. Non-viable embryos were discarded from the exposures. Chemical exposure to the Ezh2i was performed in a 6-well plate, and each exposure was performed in triplicate. For ATAC-seq, 150 embryos were maintained in 9 mL of 5 μM PF-06726304 acetate and 150 embryos were maintained in 9 mL control solution (0.05% DMSO). The exposure time was from approximately 2-cell stage to 50% epiboly. For ChIP-qPCR, 200 embryos were maintained in 9 mL of 5 μM PF-06726304 acetate and 200 embryos were kept in 9 ml solvent control solution (0.05% DMSO).

### Oil Red O staining

For the whole mount Oil Red O (ORO) staining, 5-dpf-old embryos were fixated in 4% paraformaldehyde overnight at 4 °C. After a short wash with PBST (PBSzero with 0.05% Tween 20), three washes (3 × 10 min) with only PBSzero were performed. Next, we incubated the embryos in 60% isopropanol for 1 h, followed by a 0.3% ORO staining in 60% isopropanol for 75 min. After the staining, the embryos were immediately transferred in PBST (PBSzero with 0.1% Tween 20). ORO stained embryos were transferred to 3% methylcellulose in order to image them using a Zeiss Stemi SV11 microscope and a Nikon DXM1200 Digital Camera. The images were acquired using the Nikon ACT software (vs 2.63).

### Measuring area of lipid staining

In the original files, four or five 5-dpf larvae were included per image. In order to avoid any measurement error, we made individual images by extracting the single larvae using Adobe Photoshop, without any further image manipulation. For each chemical exposure (DMSO, TBT, Ezh2i 50%epiboly and Ezh2i 5 dpf), we measured Oil Red O staining in the abdominal region of larvae using Image J software (https://imagej.nih.gov/ij/) with the following settings (*Image *> *Adjust *> *Color Threshold*) Hue = 0; Saturation levels set at values between Brightness depending on the histogram shown per image, followed by Threshold color (Red) and Color Space (HSB). Then the images were filtered by red pixels and measured for the numbers of pixels containing a certain threshold for the red color. (*Analyze *>* Measure*). Per exposure we calculated the average area stained by Oil Red O.

### Assay for transposase-accessible chromatin

The chorion was removed with pronase (0.3 mg/mL pronase) and the yolk was dissociated in 500 μL Ginzburg fish Ringer deyolk buffer (55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO_3_) and the cell membrane was lysed in 50 μL lysis buffer (10 mM Tris–HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal CA630). A 2X DNA tagmentation buffer (22 mM Tris–HCl pH 7.4, 10 mM MgCl_2_, 20% Dimethylformamide; pH 7.4) was prepared. The isolated nuclei were resuspended in 50 μL transposition reaction mixture (25 μL 2X DNA tagmentation buffer, 1.25 μL Tn5 (Illumina, 15027865), 23.75 μL H_2_O). The samples were incubated on Thermomixer at 300 rpm, 37 °C for 30 min. The tagmented DNA was purified with the MinElute PCR Purification Kit (QIAGEN, cat. #28004) and eluted in 10 μL elution buffer. The Nextera Index Kit (Illumina, FC-121-1030) was used for the library preparation. Real-time PCR was performed using 1 μL of the transposed DNA and 9 μL qPCR master mix (1X NEB Next High-Fidelity PCR Master Mix (New England Labs, cat. #M0541), 1X SybrGreen, 0.25 nM indexed primers) to determine the number of PCR cycles needed for the library preparation. The temperature regime for the thermocycling was (1) 72 °C for 5 min, (2) 98 °C for 30 s, (3) 98 °C for 10 s, (4) 63 °C for 30 s, and (5) 72 °C for 30 s. Step 3–5 was repeated 20 times. The preferred number of amplification cycles for the libraries was decided to be 9–10 cycles. The remaining 9 μL of purified transposed DNA was PCR amplified with 41 μL PCR master mix (1X NEB Next High-Fidelity PCR Mastermix (New England Labs, cat #M0541), 5 μM common and specific index primers (Nextera Index Kit, Illumina). The temperature regime for the thermocycling was (1) 72 °C for 5 min, (2) 98 °C for 30 s, (3) 98 °C for 10 s, (4) 63 °C for 30 s, and (5) 72 °C for 60 s. The amplified library was purified using the MinElute PCR Purification Kit and eluted in 20 μL of elution buffer. The libraries were cleaned up on a 2% agarose gel (Xe dry gel system, Invitrogen). During blue light excitation, the < 100 bp and > 15 kb localizations were removed, and the DNA libraries of interest were extruded from the gel using Invitrogen PureLink Quick Gel Extraction Kit (Invitrogen, cat. #K2100). The libraries were pair-end sequenced with a read length of 150 bases and a read depth of 50 million raw reads. The sequencing was outsourced to Novogene, Hong Kong, China.

### Raw data processing and statistical analysis

Raw data files were mapped to GRCz11 using the bioinformatics pipeline snakePipes using the ATAC seq mode [48]. In this pipeline, fastq files are quality and adapter trimmed with Trim galore!, aligned with Bowtie2 and peaks are detected with MACS2. Due to too low read depths we needed to adjust the analysis by including 1 nucleosome by increasing the fragment length to 300 bp. 

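The headers of the peak lists give an average fragment size of 78, 79 and 76 bases for controls 1, 2 and 3, and of 76, 78 and 75 bases for Ezh2i samples 1, 2 and 3. These sizes are also the shortest peak lengths in the lists. The alignments that entered the calling are named in the headers as short and cleaned, and the median peak length was 136, 136 and 131 bases in controls and 137, 135 and 135 bases in Ezh2i samples. The mean fragment size was 77.7 ± 1.53 bases (SD, n = 3) in controls and 76.3 ± 1.53 bases (SD, n = 3) in Ezh2i samples (two-sided exact permutation test, p = 0.5, with 0.1 as the smallest p possible). It cannot be told from the headers whether these lists are the ones behind the paper's 65336 peaks.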

The obtained MACS peaks from each replicate were merged, and overlapping peaks were merged to one peak, resulting in 65336 peaks. The genomic locations were imported in Seqmonk v.1.45.4 and analyzed using EdgeR on raw read counts, setting the FDR at 0.05.

For Fig. 3e, published data sets were used to associate the observed ATAC peaks to different histone post-translational modification and another ATAC dataset in zebrafish, namely ATAC-seq (PRJCA000283) [34], histone H3 lysine 4 trimethylation (H3K4me3), H3K4me1, H3K27ac (GSE:32483) [35], H3K27me3 and H3K36me3 (GSE44269) [36] data from dome stage (4.3 hpf). After adapter and quality trimming with Trim galore! (v 0.4.1, Babraham Institute, UK), Bowtie2 (v2.2.9) was used for mapping. Bam files were loaded in Seqmonk (v1.45.4) and log2 normalized read counts were measured 10 kb up and downstream of ATAC peaks.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was done as described in Lindeman et al. [49]. Antibodies, H3K4me3 (cat #. C15410003), H3K27me3 (cat # C15410069) and H3-pan (cat# C15310135) were purchased from Diagenode, Belgium. ChIP-primers for *cebpa* locus were designed in Primer3 v4.0.0 [50, 51] and purchased from ThermoFisher Scientific (Additional file 1: Table S1). The precipitated DNA was quantified with qPCR (SYBR green, Roche) using 2.5 µL ChIP DNA as input template. Both ChIP and the qPCR experiments were performed in duplicates.

### DATA analysis

Genes associated with significant ATAC peaks at their TSSs(349 genes) were used for gene ontology (GO) analysis (Gene Set Enrichment Analysis, gene ontology for biological processes) using the WebGestalt (WEB-based GEne SeT AnaLysis Toolkit) online tool [52, 53]. The complete list of ATAC peaks located at TSSs was used as background for the overrepresentation analysis.

As a second dataset we selected all DEGs from 3.3 hpf *MZEzh2* mutant vs wild-type embryos [37] with an adjusted p-value < 0.05 (2904 genes). Using a Venn plot diagram (http://bioinformatics.psb.ugent.be/webtools/Venn/) we compared this dataset with the gene list after ATAC-seq and the overlapping genes were subjected to GO term analysis as well.

### RNA extraction and cDNA synthesis

Per experimental group (DMSO 0.01%; 1 nM TBT, short and long exposure to 5 µM Ezh2i), we had four replicates using 50 pooled embryos at 50% epiboly and 10 embryos at 5 dpf. Samples were taken from two independent exposure experiments, and snapfrozen and kept at − 80 °C Tissue homogenization was achieved using the Qiagen Tissue homogenizer: 2 × 30 s at 6000 rpm, and RNA extraction was performed using the NucleoSpin RNA Plus purification kit (Macherey-Nagel GmbH & Co. KG, Düren, Germany, Cat. No. 740984.50). After RNA extraction, an extra DNase I treatment was performed to remove genomic DNA. Per sample we added 4 µL 10× buffer; 1U/sample DNaseI RNase free (Roche, 4716728001). The tubes were incubated for 15 min at 37 °C after which we added 1/10 vol 3 M NaAc, 2 vol of ice-cold 100% ethanol (Merck, purity > 99.2%), 1 µL of GlycoBlue (Ambion, AM9516) and precipitated overnight at − 20 °C. The tubes were centrifuged at 13.000 rpm for 30 min, and the precipitate was washed with 70% ethanol. Tubes were centrifuged for 15 min at 13.000 rpm. Supernatant was removed, and pellet was air-dried for 10 min. RNA was dissolved in 30 µL UltraPure DEPC water (Invitrogen, 750024)

Total RNA concentration was measured using a NanoDrop 2000 (ThermoFisher) spectrophotometer. One µg of RNA was used for first-strand cDNA synthesis using the High-Capacity cDNA synthesis kit (Thermo Fischer, Applied Biosystems™, Foster City, California, USA, Cat. No. 4368814), and contained 8 mM dNTPs, random hexamers, 5 U/µL reverse transcriptase and 1.0 µg total RNA in a final volume of 20 µL. Reaction conditions were: 10 min 25 °C, 120 min 37 °C and 5 min 85 °C. After synthesis, 180 µL of DEPC treated water is added to a final volume of 200 µL (Invitrogen, Part no: 46-2224).

### Gene expression analysis

We have selected genes that are known to have a role in the adipose tissue–gut–brain pathway and lipid metabolism and four reference genes (*hmbs, gapdh, hprt1, nono*) were added to normalize our datasets. Next to that, we performed qPCR analysis for genes that did show a changed chromatin structure after ATAC-seq. Primers were developed using the primer blast tool from NCBI (https://www.ncbi.nlm.nih.gov/tools/primer-blast/), with an amplicon length between 70 and 200 bp, and annealing temperatures of 60 degrees, intron spanning, preferably one primer overlapping an exon–exon junction. For every primer set the efficiency was determined using serial dilutions of cDNA, and checked by gel electrophoresis. Table with primer sequences for target genes is available in Additional file 1: Table S3. QPCRs reactions were performed as described in den Broeder et al. [23].

### Statistical analysis

Principal component analysis was performed using the online ClustVis tool (https://biit.cs.ut.ee/clustvis/) [54]. As input we have used the individual replicated qPCR expression values per sample per exposure condition.

Change in lipid accumulation in 5-dpf-old larvae was analyzed by one way ANOVA analysis using Graphpad Prism 8.

The Cq determination was done by regression and extracted from BioRad CFX Maestro software. Normalized Δ∆*C*q levels were calculated, and significance analysis was performed on the log2 transformed values that were obtained via two-way ANOVA analysis with a Dunnett’s multiple comparison post hoc analysis in GraphPad Prism 8. Results are presented in a heatmap at 5 dpf (GraphPad Prism 8) using the fold change expression values.

ChIP results were analyzed by two-way ANOVA with Sidak multiple comparisons correction using Graphpad Prism 8.

## Supplementary information

**Additional file 1: Figure S1.** Phred scores after sequencing analysis. **Figure S2.** Mapping analysis of data after alignment to the genome. **Table S1.** Primer sequences used for ChIP analysis at *cebpa* gene locus. **Table S2.** Checklist for QPCR according MIQE guidelines. **Table S3.** Gene ID and sequences used for qPCR.

**Additional file 2.** A Microsoft Excel spreadsheet that contains Gene Ontology terms for **Tab 1**. Biological function **Tab 2.** cellular function, and **Tab 3.** molecular function.

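Each tab of Additional file 2 holds a pair of lists side by side, the terms found with all genes that had a differential ATAC peak at their TSS and the terms found with the genes shared with the Ezh2 mutant. Size is the number of genes of a term in the reference set, Expect the number that would fall in the list by chance, and Ratio the number found divided by Expect. According to the paper, the reference set was the complete list of ATAC peaks located at TSSs. Expect multiplied by Ratio gives back the number of genes found. The paper's tabs list 50 and 49 terms for biological process, 13 and 17 for cellular component and 15 and 10 for molecular function, for all genes and shared genes, respectively. Pancreatic A cell differentiation has a Size of 6 genes, and the paper's Ratio of 34.3 for all genes stands for 4 genes found and that of 80.6 for the shared genes for 3 genes found. For a broad term such as regulation of gene expression, with a Size of 1201 genes, the paper's Ratio of 2.83 stands for 66 genes found.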

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibuss [55], and are accessible through GEO Series accession number GSE140233 (https://www.ncbi.nlm.nih.gov/geo(query/acc.cgi?acc=GSE140233).

## Abbreviations

ATAC: Assay for transposase-accessible chromatin
BPA: Bisphenol A
DEG: Differential expressed genes
DEP: Differential enhanced peaks
dpf: Days post-fertilization
Ezh: Enhancer of zeste
hpf: Hours post-fertilization
GO: Gene ontology
MBT: Mid-blastula transition
MDCs: Metabolism disrupting chemicals
NAFLD: Non-alcoholic fatty liver disease
PRC2: Polycomb repressive complex 2
PTMs: Post-translational modifications
ROSI: Rosiglitazone
T2DM: Type 2 diabetes mellitus
TBT: Tributyltin
ZGA: Zygotic genome activation

# Supplementary material for: Inhibition of methyltransferase activity of enhancer of zeste 2 leads to enhanced lipid accumulation and altered chromatin status in zebrafish
**Source:** Epigenetics Chromatin. 2020 Feb 12;13:5. doi: 10.1186/s13072-020-0329-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Phred scores after sequencing analysis. Figure S2. Mapping analysis of data after alignment to the genome. Table S1. Primer sequences used for ChIP analysis at cebpa gene locus. Table S2. Checklist for QPCR according MIQE guidelines. Table S3. Gene ID and sequences used for qPCR.

Inhibition of Methyltransferase Activity of Enhancer of Zeste 2 Leads to Enhanced Lipid Accumulation and Altered Chromatin Status in Zebrafish

Marjo J. den Broeder ^1^, Jarle Ballangby ^2^, Leonie M. Kamminga ^3,4^, Peter Aleström ^2^, Juliette Legler ^1,5^, Leif C. Lindeman ^2^, Jorke H. Kamstra ^1,2^

Additional figures and tables

Figure S1: Phred scores after sequencing analysis

Figure S2: Mapping analysis of data after alignment to the genome.

Table S1: Primer sequences used for ChIP analysis at *cebpa* gene locus

| **Gene** | **Start** | **End** | **Forward primer** | **Reverse primer Temp.** | **(°C)** |
| --- | --- | --- | --- | --- | --- |
| cebpa | -4332 | -4200 | TCTCTGGCGCAACTTCCAAT | TCTGGGTCGAACAAATGGGT | 60 |
| cebpa | -902 | -767 | CATTCTTTAGGTGCCAGGCC | CCCCATAGTGCGAGAAAAGC | 60 |
| cebpa | -123 | 21 | TAGGTCTATCAGTGCGTCCG | ACTTGCAACCTCAGTGTGTG | 60 |
| cebpa | 498 | 603 | GATGTATGGCTGCCTGAACG | TCCCGAGGCTCTTGTTTGAT | 60 |
| cebpa | 1840 | 1943 | GCAGTGAAGTCCTGTCTTGC | CACTGAAACCATCTCTGCTCG | 60 |

Table S2: Checklist for QPCR according MIQE Guidelines

Table S3: Gene ID and sequences used for qPCR

| **ENSDARG** | **Accession number** | **Target gene** | **Oligo sequence forward** | **Oligo sequence reverse** |
| --- | --- | --- | --- | --- |
| ENSDARG00000040298 | NM_001079861.1 | apoa4b | AACTGCAGAGGAAACCGTCA | GCTCCCTCAGCACTTCAGTC |
| ENSDARG00000067976 | NM_001083123.1 | ar | CTCCGCACGAGCAGTGGTA | GTCAAACCTGCCATCCGTGAA |
| ENSDARG00000018817 | NM_131595.2 | bdnf | GGACACTTTCGAGCAGGTCA | CTCCAAAGGCACTTGGTTGC |
| ENSDARG00000036074 | NM_131885.2 | cebpa | GGAGCAAGCAAACCTCTACG | GATCTCGCTCAGGTCTCCAG |
| ENSDARG00000020850 | NM_131263 | ef1a | TTGAGAAGAAAATCGGTGGTGCTG | GGAACGGTGTGATTGAGGGAAATTC |
| ENSDARG00000037894 | NM_001039983 | ezh1 | AGGAAGCGTCTAGTGAGGTCT | ACGGCGATTTGACTGGAACA |
| ENSDARG00000010571 | NM_001077279.1 | ezh2 | AAATCGGAGAAGGGTCCTGT | TCTGTTGGAGCTGAACATGC |
| ENSDARG00000019357 | NM_001044712 | fabp1a | ACACTGGTCAACACTCTGACG | AAGTCTTGCGTGTGTTTGCTC |
| ENSDARG00000043457 | NM_001115114 | gapdh | CGACTCCACCCATGGAAAGT | TAATGTTGGCTGGGTCCCTC |
| ENSDARG00000008840 | NM_201154 | hmbs(a) | GTGTGTGGAATTGGACAACAAAGTG | CGAGGGCTGATGATGAGATATTGC |
| ENSDARG00000008884 | NM_212986 | hprt1 | CAGCGATGAGGAGCAAGGTTATG | GTCCATGATGAGCCCGTGAGG |
| ENSDARG00000059280 | NM_131125.1 | hoxd3a | GAAAGAGACCCGCCAAAATGC | GTCATCGCAGGTTTCTCCTGCT |
| ENSDARG00000059274 | NM_131126.3 | hoxd9a | ACAACAACTTGACCCAAGCAAC | ATTTGGTGTACGGACAACGCT |
| ENSDARG00000099351 | NM_173283.3 | igfbp1a | AGGCCAAAGTCAACGCGATA | TTGTCAAGGGCTGTCTGGAG |
| ENSDARG00000025348 | NM_001126463.1 | igfbp5b | ACCCACCCATTGATCGTGAA | AGCCTGCTTCTTGCTGTTGA |
| ENSDARG00000011948 | NM_001142672.1 | insra | GATTCAGATGGCCGCAGAGA | AGACCCTTCCCACCCTTTCT |
| ENSDARG00000071524 | NM_001123229.1 | insrb | GGGCAGGGATCATTTGGGAT | CCATGACAACCAATGTCGGC |
| ENSDARG00000087697 | NM_131127.1 | lpl | GGCCAAATTTGTCAACTGGT | CATGAGCGCCAAGACTGTAA |
| ENSDARG00000020482 | NM_201579 | nono | ATGGACAACACACCGATGCT | AAATCTCCGAAGCCTTGCCA |
| ENSDARG00000098439 | NM_001017545 | nr1h3 (lxra) | AGACCAGATCGCCCTACTCA | GCTGTCAATCGCTGGGTTAT |
| ENSDARG00000052695 | NM_131180.1 | nr2f1a | TTTAAAAGTGGGCATGCGGC | GACGTAGGATAAGGCTCGGC |
| ENSDARG00000031777 | NM_001161333.1 | pparaa | CGACGACACCTTCAACTCCT | GAGATCCGGATGAGTTCTCG |
| ENSDARG00000054323 | NM_001102567.1 | pparab | GTGACCTCGCACTGTTTGTC | CTCCTGCATTCGCTCGATA |
| ENSDARG00000044525 | XM_005168286.2 | pparda | ATCGACCTCTTCCTCAACGA | AAGCAGCCCGTCTTTATTCA |
| ENSDARG00000009473 | NM_131468.2 | ppardb | CGTCAACACAGCCTACCTGA | GCCACAGGGAGTCCATATCA |
| ENSDARG00000031848 | NM_131467.1 | pparg | TACGAGAACAACCCAACA | GTATCTGCTGTGCTCTGTA |
| ENSDARG00000057737 | NM_001161551 | rxraa | ACCCCACTCTCTCTCACCAA | GCAGCTGTACACACCGTAGT |
| ENSDARG00000012667 | XM_005160883.4 | tfap2b | GTTTTTGCACCGTGTGGTCA | TGGCGATCCGTGGAGGAATA |
| ENSDARG00000027087 | NM_194385.1 | tgfb2 | ACGCGCTTTGCAGGTATAGA | AATGTGGAGACTGACCGCTG |
| ENSDARG00000058702 | NM_194409.1 | vax2 | CAGAGCTCTACCGACACACC | ATAGTGCCCTTGGCGTCTCT |
| ENSDARG00000032234 | NM_001044344.1 | wnt2bb | CGAACTGTGAAAGACGCACG | GCGCTTTACAGCCATTCTTCC |
| ENSDARG00000040925 | NM_178219.2 | wnt10b | CCGGATGAGGTCACAATGCT | TGGCACTTGCACTTTCTCCT |
| ENSDARG00000102464 | NM_130937.1 | wnt5b | CCCTCATCGTCTGCAACTCA | TCTGACCCTGAGATAGGCCC |

How the deposited data were processed for this re-analysis (not part of the article)

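ATAC-seq of zebrafish embryos at 50% epiboly (5.5 hpf) was analysed in 3 control samples and 3 samples exposed to 5 μM Ezh2i. The sample labels and the paper name the replicates 1, 2 and 3 of each exposure, and no other source pairs a control with an exposed sample. The authors trimmed the reads, aligned them with Bowtie2 to GRCz11 in the ATAC-seq mode of snakePipes and called peaks with MACS2 (version 2.1.1.20160309) on each sample separately. According to the headers of the deposited lists, the calling used paired fragments, no control library, a q-value cutoff of 0.001, an effective genome size of 1368780147 bases and at most 1 duplicate fragment per position.

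The signal deposited by the authors for each peak is the pileup at the summit, which was a whole number in all lists. The deposited fold enrichment is the ratio of this pileup to the background of the same library, with 1 added to each. Backgrounds derived in this way gave back the deposited p-values, within 0.01 on the −log10 scale, for 99.96% of the peaks. The deposited −log10 p-values and q-values compare the pileup with that background. All are the values given to the peaks by the authors' peak caller. The unit of the pileup is coverage at a base, so no test for read counts was applied to it and the paper's own test on read counts could not be repeated.

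Between 5894731 and 6877909 fragments per library entered the peak calling. The lowest pileup of a peak was 5 fragments in every list and the median pileup was 15 or 16 fragments, so the height of a typical peak rests on few fragments. Positions are as deposited, counted from 1.

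Peaks of the 6 lists were sorted and merged when they shared at least 1 base. Regions with a peak in all 6 lists were compared with limma (version 3.58.1, functions lmFit and eBayes, in R 4.3.3) on quantile-normalized log2 heights, without a replicate block, with Benjamini-Hochberg adjustment at 0.05. Values with 1 number per sample were compared with two-sided exact permutation tests over all regroupings of the 6 samples. Results from all regions were compared with the other splits of the 6 samples into 3 and 3. Merging, overlap and figures were computed in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated heights drawn for the real regions with the spread between the real replicates, in which 200 regions were changed.

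The genes named are those the paper names with the ATAC-seq data, and the rule also admitted the 10 TSS regions with the largest difference past the threshold, of which there were none to name. The gene intervals were read from Fig. 7, and statistics under all alternatives are given for the 7 regions in them with a peak in all 6 lists and a mean height of at least 10 fragments. Regions of bdnf and igfbp1a with a peak in 3 or 4 lists have statistics from the fits with missing peaks alone. This minimum was chosen after seeing the data and leaves out a region of lin7c that starts at 31907990, with a log2 difference of 0.0075 that lay between -0.28 and 0.47 across its alternatives. Other genes shown with differential peaks in Fig. 6a, vax2, ezh1, ezh2 and rxraa were not located, since no annotation of GRCz11 was used here. The gene table at hand belongs to another assembly, and none of its positions was used. For the same reason genic regions, TSS regions, the share of peaks at TSSs and the differential peaks at TSSs were not analysed here, and the comparison designed for TSS regions was carried out on all merged regions. The published histone mark, mutant expression, qPCR and ChIP-qPCR data were not analysed here.

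The alternatives tried were other merging rules, stricter q-values, assembled chromosomes alone, other scalings of the heights, fold enrichment in place of height, limma with a trend, a replicate block, fits that included regions with missing peaks, lists of equal length, other measures of similarity between samples, and leaving out each sample in turn.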

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

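Lists of equal length were set as an alternative before the data were examined, and the other tests in this part were chosen after the result was seen. A peak was called in all 3 Ezh2i samples and in no control at 704 regions, a set the paper does not report on, against 293 regions with the opposite pattern, so 70.6% of the 997 regions called in one exposure alone were in Ezh2i samples. The Ezh2i lists are longer on average, and when the same number of strongest peaks was taken from each list the share in Ezh2i samples was 48.6%. The higher share in Ezh2i samples is therefore in line with the longer lists of Ezh2i samples 1 and 3. A gain of accessibility spread over many regions would be removed by that step as well, so the test does not separate more open chromatin from libraries with a higher share of fragments in peaks. A difference in the mean number of fragments per library is not an explanation, as the group means differed by 0.106%. The number varied more among controls (SD 491964) than among Ezh2i samples (SD 40515), and the effect of that spread was not tested. Peaks close to the shortest length that can be called do not explain it either, since 69.9% of the regions were in Ezh2i samples when peaks under 120 bases were left out. With that minimum, 2 of the 4 splits described next gave as many regions.

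Among the 4 splits of the samples that part all 3 pairs with the same replicate number, 2 were as one-sided, and 4 splits cannot give a share under 0.05. The one other than the real split, with control 2 and Ezh2i samples 1 and 3 on one side, had 753 regions on that side and 190 on the other, or 79.9% of 943. In the number of regions called on one side alone, 1 of the 4 splits, the real one, gave as many. Of the splits that part fewer pairs, the one with control 1 and Ezh2i samples 1 and 3 on one side gave 1064 regions. Among all 10 splits, the real one included, 3 were as one-sided and 2 gave as many regions. With lists of equal length the real split gave 897 regions, the most among all 10 splits. The higher share in Ezh2i samples cannot be told apart from chance or from the length of the lists. The number of regions called in one exposure alone does not follow from the length of the lists, and it cannot be told apart from chance with 3 samples in each exposure.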

How the results depend on the processing

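The alternatives were set before the data were examined, apart from those named here as chosen after seeing the data. The number of merged regions stayed within 1.5 times its value of 85003 under all alternatives tried but one. The exception was a minimum peak length of 120 bases, chosen after seeing the data, which gave 51514 regions. It was 86075 when peaks had to share 50% of the shorter one, 83557 on chromosomes 1 to 25 and from 80040 to 82272 across the 6 counts that each left out one sample. Among alternatives chosen after seeing the data, it was 78463 at a q-value under 1e-05 and 62822 when at least 2 lists had to hold a peak. The planned q-value of 0.001 is the cutoff of the deposited lists and could not move any result. The number of peaks per sample was higher in Ezh2i samples by 8.64% on chromosomes 1 to 25 and by 9.10% at the q-value under 1e-05, and the bases covered by peaks were higher by 10.3%.

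No region passed an adjusted p-value of 0.05 with median centring, with heights scaled to library size, or in any of the 6 fits that each left out one sample, nor in the following fits chosen after seeing the data for all merged regions: fold enrichment, a limma trend, a q-value under 1e-05 and the mean height of a sample as a covariate. At an unadjusted p-value under 0.05 these fits gave from 1446 to 2364 regions, against 1876. The exception was the fit of regions with a peak in at least 3 lists, in which a missing peak was set to the lowest height of its list. It called 121 regions, 102 of them higher in Ezh2i samples, with 3444 regions at an unadjusted p-value under 0.05. With a missing peak set to the tallest pileup that would not be called at the background of the region, an alternative chosen after seeing the data, no region was called and 3540 regions had an unadjusted p-value under 0.05. Both counts are over 52189 regions.

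The share of regions higher in Ezh2i samples, among those with an unadjusted p-value under 0.05, was 87.6% with heights scaled to library size against 51.1% with quantile normalization. That scaling shifts the median log2 difference by 0.12. In the other fits the share lay between 46.9% and 53.4%. Of the regions called in one exposure alone, 48.6% were in Ezh2i samples with lists of equal length against 70.6% with the full lists, and their number was 568 with peaks of at least 120 bases, an alternative chosen after seeing the data, against 997. The same minimum lowered the number of all merged regions from 85003 to 51514.

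With the replicate block, the limma fit called 0 regions at an adjusted p-value of 0.05 and gave 1798 regions at an unadjusted p-value under 0.05. Samples with the same number did not deviate together. The correlation of their deviations from the group means was 0.10 for replicate 1, -0.03 for replicate 2 and -0.12 for replicate 3, with a mean of -0.016 against 0.008 for samples with different numbers.

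The mean correlation was higher within than between exposures under each measure, and at least as large a difference was found in 2 of the 10 splits of the samples, or in 3 with Spearman correlations. The tree parted the exposures under none of the 5 measures. PC1 explained 35.0% of the variance without the log transformation against 28.7% with it, and the cause was not tested.

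Of 77 alternative values for the 7 regions at named genes with a mean height of at least 10 fragments, a minimum chosen after seeing the data, 6 changed direction and none passed the threshold. With heights scaled to library size, the log2 difference at lin7c was 0.00067 against -0.13 with median centring, and these scalings differ by the same 0.133 at every region. With fold enrichment, that upstream of igfbp1a was -0.14. Leaving out each sample in turn gave log2 differences from -0.030 to 0.44 upstream of cebpa, from -0.033 to 0.20 upstream of igfbp1a and from -0.048 to 0.34 at igfbp3. The cause of these other changes of direction was not tested.

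Not run were all alternatives for TSS and genic regions and the Fig. 6a genes, for want of an annotation used here, and the tests for read counts planned in case the pileups were counts per region.

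The number of samples, their spread and their depth limit the comparison of single regions, and the share of each was not tested. In the simulated heights for 30071 regions, no region changed by 1.5-fold or 2-fold was called among 200, and 73% were called at 3-fold. The simulated regions stayed in the fit whatever their height, whereas a real region without a peak in some sample was left out. The absence of calls therefore speaks only against many changes of 3-fold or more among regions that kept a peak in every sample. It leaves open smaller changes, and larger ones at which a peak was lost.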

Differences from the paper's values

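The paper's number of differential peaks at TSSs is 349, of which the paper's count of increased peaks is 302, from read counts. Over all merged regions with a peak in every sample, limma on peak heights gave 0 differential regions and 0 increased ones, with 1876 regions at an unadjusted p-value under 0.05. The nearest of the alternatives set before the data were examined was the fit with missing peaks at the lowest height, with 121 differential and 102 increased regions, and none of those alternatives closed the gap. The paper's counts, at an FDR of 0.05, make 86.5% increased. Shares at an unadjusted p-value under 0.05 are not like it, since chance alone gives 1504 of the 1876 regions with quantile normalization. With heights scaled to library size, 87.6% of the regions with an unadjusted p-value under 0.05 were higher in Ezh2i samples, against 51.1% with quantile normalization and 50.7% with median centring. Of the 121 regions called with missing peaks at the lowest height, 84.3% were higher in Ezh2i samples.

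The paper's share of variance on PC1 is 44.6%, for peaks at TSSs, and the value here was 28.7% for all shared regions. With median centring it was 28.5%. Without the log transformation it was 35.0%, which is within 1.5 times the paper's value.

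In units of 1000000, the paper's depth is around 40 unique alignments per sample and the peak lists rest on 6.40 fragments on average. The first counts aligned reads and the second the fragments that entered the peak calling. No alternative bears on this value. Whether the deposited lists are the ones the paper analysed could not be told, which bears on all comparisons in this part.

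Fig. 4 of the paper covers peaks at TSSs, while the tree and the components here use summit heights over all shared regions. The paper describes a clear grouping of the samples by exposure in the correlation tree, whereas control 3 joined Ezh2i sample 2 (r = 0.906) in the tree computed here. The paper describes a separation of the exposures in the PCA. Here they were apart on PC2 and overlapped on PC1, which had an exact permutation p of 0.5. The paper states a significant increase at bdnf and igfbp1a. The log2 differences here were 0.58 and 0.30 at the bdnf regions and 0.11 upstream of igfbp1a. Their unadjusted p-values in limma were 0.055, 0.21 and 0.59, and the adjusted ones 0.802, 0.867 and 0.960. None of the alternatives run for them gave an adjusted p-value under 0.05. As no 2-fold change was called in the simulated heights, adjusted p-values over all regions do not decide on differences of this size. The bdnf region that starts at 31937764 lacked a peak in controls 1 and 2 and had a log2 difference of 1.31 with missing peaks at the lowest height (adjusted p-value 0.576 in limma), and of 1.14 with the tallest pileup that would not be called, a setting chosen after seeing the data (adjusted p-value 0.538 in limma). The igfbp1a regions that start at 6811270 and 6812642, with a peak in 3 lists each, had log2 differences of 0.56 and 0.52 in the first of these settings (adjusted p-values 0.909 and 0.909 in limma) and of 0.25 and 0.16 in the second (adjusted p-values 0.928 and 0.961 in limma). The igfbp1a region that starts at 6812160 was called in 2 Ezh2i samples and in no control, and was not tested. Fig. 7b shows further peaks in the upstream part of bdnf, to the right of the region that starts at 31937764, and none of the lists holds a peak there.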

Other observations

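All tests in this part were chosen after the results were seen.

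Scaling to library size made the comparison one-sided. With heights scaled to library size, 87.6% of the regions with an unadjusted p-value under 0.05 were higher in Ezh2i samples, and with quantile normalization 51.1%. Quantile normalization removes any difference that runs through a whole sample, though not a one-sided change in a small part of the regions. The latter value therefore does not say where a difference that runs through whole samples comes from. Among the 4 splits of the samples that part all same-numbered pairs, 3 gave a share at least as one-sided with heights scaled to library size, the real one included. The split with control 2 and Ezh2i samples 1 and 3 against the others gave 89.9%, and the split of control 1 and Ezh2i samples 1 and 3 against the others, which parts fewer pairs, gave 92.7%. A one-sided share may thus arise from any grouping in which the mean heights of the samples differ by as much as the 0.12 seen here, whether or not the exposure is the source.

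The main axis of variation may be technical. PC1 scores followed the mean log2 height scaled to library size over the 6 samples (Pearson r = 0.942, exact permutation p = 0.0028, adjusted 0.0056 over the 2 components tested, and Spearman rho = 0.943, exact permutation p = 0.017, adjusted 0.033). Without control 3 and Ezh2i sample 3, the 2 samples farthest from the median height, r was 0.988 for PC1 and -0.456 for PC2. The heights had been quantile-normalized before, so a difference in the mean cannot by itself make this axis. The exposures overlapped on PC1 (exact permutation p = 0.5), and on PC2, which did not follow the heights (r = 0.13, rho = 0.086, exact permutation p = 0.82 and 0.92), they did not (p = 0.1, the smallest that 3 samples against 3 allow). A candidate explanation for PC1 is the share of fragments in peaks of each library, which was not measured, and a response that varies between pools of embryos was not tested.

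There were more unadjusted p-values under 0.05 (1876 regions) than the 1504 that chance gives. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many, and the design cannot give a share under 0.05. The others gave from 1203 to 1834 regions. Of the splits that part fewer pairs, that of control 1 and Ezh2i samples 1 and 3 against the others gave 2876, and it is the split with the largest difference in mean height (0.19). With the mean height as a covariate the number was 2007, so the excess in the real split did not follow from the mean heights.

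The 121 regions called with missing peaks at the lowest height appear to depend on that value. Of them, 119 had a peak in one exposure alone. Their median background was 1.65 fragments, against 0.59 over all 52189 regions with a peak in at least 3 lists, and a pileup of up to 9 fragments (median) would not have been called there, whereas the missing peaks had been set to 5 fragments. With the tallest pileup that would not be called in place of the lowest height, 0 regions passed, and 111 of the 121 still had an unadjusted p-value under 0.05. The size of their differences may therefore be overstated, which does not show that they are absent. Of the 4 comparable splits, 1, the real one, gave as many calls, and the other 9 of all 10 splits gave 0 to 37.

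The mean correlation within exposures exceeded that between exposures by 0.0038. Of the 4 comparable splits, 1, the real one, gave a difference as large, and the split of control 1 and Ezh2i samples 1 and 3 against the others, which parts fewer pairs, gave 0.013. The grouping of the samples by exposure cannot be told apart from chance with 3 samples in each.

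Loss of H3K27me3, which covers broad domains, could change neighbouring regions together. The log2 differences of 9541 pairs of neighbouring shared regions under 10000 bases apart had a correlation of 0.20 across pairs, which are not independent replicates. Of the 4 comparable splits, 2 gave a correlation as large, the other being that of control 2 and Ezh2i samples 1 and 3 against the rest (0.21), and the split of control 1 and Ezh2i samples 1 and 3 gave 0.30. The correlation of neighbours is therefore no sign of an effect of the exposure by itself.

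The pair of bdnf regions had a mean log2 difference of 0.44, and 1.37% of the 9541 neighbouring pairs were as high. As the paper chose bdnf for its increase in the same samples, this value describes where the gene lies among all pairs and is not an independent test.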
